# Chromosome Y variants from different inbred mouse strains are linked to differences in the morphologic and molecular responses of cardiac cells to postpubertal testosterone

**DOI:** 10.1186/1471-2164-10-150

**Published:** 2009-04-07

**Authors:** Bastien Llamas, Ricardo A Verdugo, Gary A Churchill, Christian F Deschepper

## Abstract

**Background:**

We have reported previously that when chromosome Y (chrY) from the mouse strain C57BL/6J (ChrY^C57^) was substituted for that of A/J mice (ChrY^A^), cardiomyocytes from the resulting "chromosome substitution" C57BL/6J-chrY^A ^strain were smaller than that of their C57BL/6J counterparts. In reverse, when chrY^A ^from A/J mice was substituted for that of chrY^C57^, cardiomyocytes from the resulting A/J-chrY^C57 ^strain were larger than in their A/J counterparts. We further used these strains to test whether: 1) the origin of chrY could also be linked to differences in the profile of gene expression in the hearts of adult male mice, and 2) post-pubertal testosterone could play a role in the differential morphologic and/or molecular effects of chrY^C57 ^and chrY^A^.

**Results:**

The increased size of cardiomyocytes from adult male C57BL/6J mice compared to C57BL/6J-chrY^A ^resulted from the absence of hypertrophic effects of post-pubertal testosterone on cells from the latter strain. However, gene profiling revealed that the latter effect could not be explained on the basis of an insensitivity of cells from C57BL/6J-chrY^A ^to androgens, since even more cardiac genes were affected by post-pubertal testosterone in C57BL/6J-chrY^A ^hearts than in C57BL/6J. By testing for interaction between the effects of surgery and strain, we identified 249 "interaction genes" whose expression was affected by post-pubertal testosterone differentially according to the genetic origin of chrY. These interaction genes were found to be enriched within a limited number of signaling pathways, including: 1) *p53 signaling*, which comprises the interacting genes *Ccnd1*, *Pten *and *Cdkn1a *that are also potential co-regulators of the androgen receptors, and 2) *circadian rhythm*, which comprises *Arntl/Bmal1*, which may in turn regulate cell growth via the control of *Cdkn1a*.

**Conclusion:**

Although post-pubertal testosterone increased the size of cardiomyocytes from male C56BL/6J mice but not that from their C57BL/6J-chrY^A ^counterparts, it affected gene expression in the hearts from both strains. However, several cardiac genes responded to post-pubertal testosterone in a strict strain-selective manner, which provides possible mechanisms explaining how chrY may, in part via interference with androgen regulatory events, be linked to morphologic differences of cardiac cells of adult male mice.

## Background

Chromosome Y (chrY) stands out from all other chromosomes: it is comprised for most of its length of sequences that do not recombine (the so-called "male-specific part"), it contains many repetitive DNA sequences of unclear significance, and it harbors only a small number of active genes [1]. Genes from the male-specific part of chrY are clearly not essential for life, as demonstrated in female organisms. Besides *Sry *(the master gene in sex determination), most of what is known about the functions of other chrY genes relates to their effects on male reproductive and sex accessory organs [2-4]. Nonetheless, genetic variants of chrY have been shown to have an impact on functions unrelated to male reproductive biology, including the severity of experimental allergic encephalomyelitis in mice [5], the incidence of prostate cancer in humans [6,7], and several cardiovascular conditions such as hypertension and high plasma cholesterol in either humans or animal models [8-10]. The mechanism explaining these particular effects of chrY genes are still unclear, and cannot be explored by using classical genetic methods because chrY genes do not recombine.

Recently, we have reported that chrY accounts for a large part of the genetic variance of the size of adult male heart muscle cells [i.e. cardiomyocytes (CMs)] isolated from mice derived from crosses between A/J and C57BL/6J [11]. In agreement with the linkage mapping results, we also found that when chrY from the parental strain C57BL/6J (ChrY^C57^) was substituted for that of A/J mice (ChrY^A^), CMs from the resulting "chromosome substitution" (or "consomic") C57BL/6J-chrY^A ^strain (C57.Y^A^) were smaller than that of their C57BL/6J counterparts. In reverse, when chrY^A ^from A/J mice was substituted for that of chrY^C57^, CMs from the resulting A/J-chrY^C57 ^strain (A.Y^C57^) were larger than in their A/J counterparts. Since the only genetic differences in these unique animal models are those possibly existing between C57BL/6J and C57.Y^A^, we used these strains to further test whether, in addition to affecting the size of CMs, the origin of chrY could also be linked to differences in the profile of gene expression in the hearts of adult male mice. Moreover, since: 1) one of the most obvious consequences of chrY is to foster the development of male gonads and the production of testosterone, and 2) there is preliminary evidence that chrY polymorphisms may interfere with some biologic effects of testosterone [10,12], we tested whether postpubertal testosterone could play a role in the differential morphologic and/or molecular effects of chrY^C57 ^and chrY^A ^on cardiac cells.

## Results and discussion

In extension to our previous findings showing that CMs from strains carrying chrY^C57 ^were larger than that from their counterparts carrying chrY^A ^[11], we found that prepubertal castration (which prevents the increase in plasma testosterone that normally occurs at puberty) decreased the size of CMs in adult animals from strains carrying Y^C57 ^(i.e. C57BL/6J and A.Y^C57 ^mice), but not in their counterparts carrying chrY from A/J (Y^A^), i.e. A/J and C57.Y^A ^mice (Figure 1). The effect of castration (CX) was not the result of testosterone production being higher in C57BL/6J mice, as plasma testosterone in adult male C57BL/6J mice (2.5 ± 1.7 ng/ml) was in fact lower than in their A/J (10.8 ± 3.6) or C57.Y^A ^(9.6 ± 4.5) counterparts, this result being in agreement with another report showing that the levels of plasma testosterone are lower in male C57BL/6J mice than in several other mouse inbred strains [13]. Likewise, the abundance of androgen receptor mRNA and protein was similar in the hearts of all strains (not shown). However, chronic treatment of mice that had been castrated at 3 weeks of age with 2 dosages of testosterone from 8 to 12 weeks of age increased the size of CMs of C57BL/6J in a dose-dependent fashion, but not in the consomic strain C57.Y^A ^(Figure 2). In contrast, testosterone also increased the size of CMs from consomic A.Y^C57 ^in a dose-dependent fashion, although we had found that cardiomyocytes from the parental A/J strain were not affected by CX. Altogether, these results showed that the difference in size of CMs from intact (sham-operated) C57BL/6J and C57.Y^A ^male mice resulted from the fact that cardiomyocytes from C57.Y^A ^were not sensitive to the hypertrophic effects of post-pubertal testosterone.

**Figure 1:**
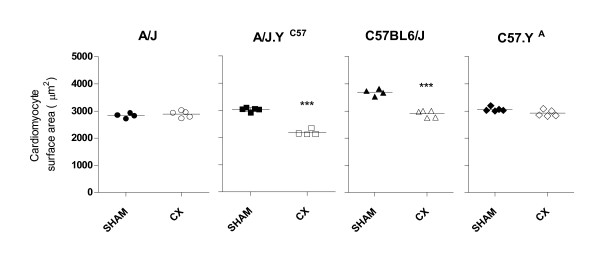
**Surface area of cardiomyocytes from 12 week-old male A/J, C57BL/6J, A/J.Y^C57 ^or C57.Y^A ^mice**. All animals have undergone surgery (either sham or castration) at 4 weeks of age. The figures represent values for individual animals scattered around the mean value of the group. ***P < 0.001 vs. sham-operated.

**Figure 2:**
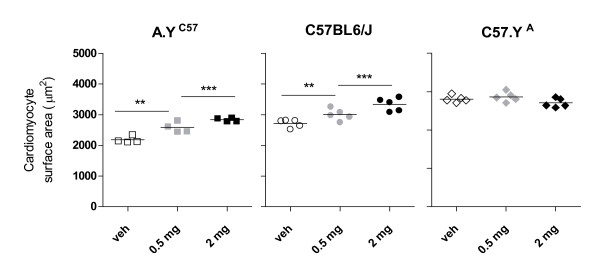
**Surface area of cardiomyocytes from 12 week-old male A/J.Y^C57^, C57BL/6J or C57.Y^A ^mice**. All animals have undergone surgery (either sham or castration) at 4 weeks of age, and were treated with testosterone cypionate (either 0.5 mg or 2 mg/kg body weight) from 8 to 12 weeks of age. The figures represent values for individual animals scattered around the mean value of the group. **P < 0.01; ***P < 0.001.

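Gene expression was measured in the left ventricles of 16 male mice, with 4 mice in each of 4 groups, namely sham and castrated (CX) C57BL/6J mice and sham and CX C57.YA mice. The latter strain carries the chrY of A/J mice. Surgery was done between 3 and 4 weeks of age and the hearts were taken at 12 weeks. RNA of each heart was hybridized to its own Illumina MouseRef-8 v2.0 BeadChip array, so the replicates of a group are separate animals. The authors took unnormalized probe signals from BeadStudio and quantile-normalized them in R with the affy package. The values reported here were computed from those deposited unnormalized signals, which were quantile-normalized on the log2 scale without background subtraction. Of 25697 probes, 11435 to 12212 were detected per array at a detection p of at most 0.04. The median number per array was 11814 in sham and 11801 in CX C57BL/6J hearts, and 11787 in sham and 11972 in CX C57.YA hearts. The mean signal of an array lay between 733 and 1208, and its median was 1042 and 1071 in sham and CX C57BL/6J hearts and 877 and 961 in sham and CX C57.YA hearts. The 12764 probes detected on at least 2 of the 4 arrays of a group were tested, and those with a gene name stood for 8849 genes. Each comparison was a contrast between group means in limma, with Benjamini-Hochberg adjustment over the tested probes and an adjusted p under 0.1 as the threshold. A change by surgery is given as CX minus sham, a difference by strain as C57BL/6J minus C57.YA, and the interaction as the change by surgery in C57BL/6J minus that in C57.YA. The deposited table of normalized log2 values has a median of 6.807 in every column, but its probe names do not pair with those of the unnormalized signals. Across probes of the same name, the log2 values of the 2 tables had correlations of -0.00114 to 0.00138. By its values, each of the 25697 lines matched a different line of the normalized signals within 5.43e-06, and 1 of them did so under its own name. That table was therefore paired by its values and used only as an alternative.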

We next compared the cardiac transcriptosomes of 4 sham-operated and 4 CX adult male mice from the C57BL/6J and C57.Y^A ^strains. The numbers of probes and corresponding genes showing differential expression between groups (selected on the basis of a FDR < 0.1) are summarized in Table 1. 

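Castration changed 1124 probes of 948 genes in C57BL/6J hearts and 2510 probes of 2042 genes in C57.YA hearts (limma, Benjamini-Hochberg adjusted p under 0.1, n = 4 mice per group). The strains differed for 548 probes of 477 genes between sham hearts and for 2992 probes of 2382 genes between CX hearts. Averaged over the strains, surgery changed 2960 probes of 2374 genes, and averaged over the surgeries, strain changed 3239 probes of 2601 genes. Lcn2, which encodes an iron-binding protein of innate immunity, was among the genes most lowered by castration in both strains. Arntl, a core gene of the circadian clock, was among those most lowered in C57.YA hearts, and Myl7, the atrial myosin light chain, among those most raised in C57BL/6J hearts. Most changes were small, since the median fold change of the called probes was 1.25 and 1.24 for surgery in C57BL/6J and C57.YA, and 1.27 and 1.23 for strain in sham and CX hearts. In the same order, 129, 251, 64 and 233 of the called probes changed by over 1.5-fold. Castration raised 523 and lowered 601 probes in C57BL/6J, and raised 1219 and lowered 1291 in C57.YA. C57BL/6J was higher for 295 and lower for 253 probes in sham hearts, and higher for 1512 and lower for 1480 in CX hearts. These balances depended on the scaling. With median scaling of the arrays, 366 probes were higher and 197 lower after castration in C57BL/6J, and 1243 higher and 448 lower in C57.YA. For strain, 279 probes were then higher and 86 lower in C57BL/6J sham hearts, and 1353 higher and 736 lower in C57BL/6J CX hearts. The 4 arrays of a group did not overlap those of the other for 899 and 1908 of the probes called for surgery and for 466 and 2253 of those called for strain. Among all tested probes, 12.2%, 19.5%, 9.12% and 21.3% did not overlap in these 4 comparisons, where chance gives 2.86%. Without C57BL/6J sham replicate 3 or 4, 720 or 694 probes were changed by castration in C57BL/6J. Without C57BL/6J sham replicate 1, 2 or 3, the strains differed for 346, 275 or 340 probes in sham hearts, and without C57.YA sham replicate 1, 3 or 4 for 880, 276 or 305. After the data were seen, the fits were also run without pairs of C57.YA sham arrays that stood apart from each other. Without replicates 1 and 2, castration changed 1510 probes in C57.YA and the strains differed for 2042 probes in sham hearts. Without replicates 3 and 4, these counts were 3218 and 179, and the strains averaged over the surgeries differed for 1467 probes.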

We found that the effects of post-pubertal testosterone and/or the origin of chrY affected the profile of cardiac gene expression in a manner that was very different than their respective effects on the size of CMs. For instance, although post-pubertal testosterone had no effect on the size of CMs from C57.Y^A ^male mice, it affected the expression level of many cardiac genes in that strain, and even of a greater number of genes than in their C57BL/6J counterparts. This indicated that the lack of hypertrophic effects of post-pubertal testosterone on CMs from C57.Y^A ^was not the manifestation of an insensitivity of cells from this strain to androgens, but rather the result of a differential molecular response to the hormone. Likewise, despite the fact that the effect of chrY on the size of CMs was observed only in sham intact C57BL/6J mice but not in their CX counterparts, more cardiac genes showed chrY-dependent differential expression in CX than in sham intact animals. This indicated that the presence of post-pubertal testosterone was not required in order to observe an effect of chrY. 

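In C57.YA hearts, castration lowered Slc41a3, a magnesium transporter gene, 3.06-fold (log2 -1.62, standard error 0.14, adjusted p = 3.69e-07 from limma, n = 4). Rcan1, an inhibitor of calcineurin whose transcript calcineurin itself induces, fell 3.10-fold (detected on 2 of 4 CX arrays, log2 -1.63, standard error 0.22, adjusted p = 4.83e-05). Nppb, which encodes B-type natriuretic peptide, fell 2.44-fold (adjusted p = 9.20e-05). H2-Ab1, a class II antigen-presenting chain, rose 2.15-fold (log2 1.11, standard error 0.12, adjusted p = 5.18e-06), and Cxcl9, an interferon-induced chemokine, rose 2.12-fold (adjusted p = 1.69e-05). Of 14 measured interferon-stimulated genes, 10 rose and none fell (11 rose when adjusted over the list alone), among them Ifit3 with a log2 change of 1.04 (standard error 0.13, adjusted p = 2.37e-05). The list had a median log2 change of 0.38 and an adjusted p of 1.82e-06 in camera, but adjusted p = 0.273 with an estimated correlation. In C57BL/6J the same list also rose, with a median log2 change of 0.28, and the mean signals of H2-Ab1, Cxcl9 and Ifit3 rose there as well. All 11 measured genes known to rise in cardiac hypertrophy passed the test, 8 of them lower and 3 higher, with a median log2 change of -0.69 (camera adjusted p = 2.10e-04, adjusted p = 0.239 with an estimated correlation). Besides Rcan1 and Nppb, Nppa, the gene of atrial natriuretic peptide, fell 1.81-fold (adjusted p = 2.12e-05), whereas Ankrd1, a stretch-responsive muscle protein gene, rose by 0.90 (adjusted p = 5.84e-04). Of 14 heat shock genes, 5 fell and none rose (6 fell when adjusted over the list alone; camera adjusted p = 0.00137, adjusted p = 0.348 with an estimated correlation), among them Hspb1 with a log2 change of -0.64 and Hsph1 with -0.52. All 4 measured mesothelial genes fell, among them Upk3b, which was at least 1.82-fold lower (list camera adjusted p = 0.00684, adjusted p = 0.337 with an estimated correlation). The number of changed probes was higher in C57.YA than in C57BL/6J by 1386. This difference was 875 or 652 without C57.YA sham replicate 1 or 2 and 891 or 863 without C57.YA CX replicate 1 or 2. Without C57.YA sham replicates 1 and 2 together it was 109, and without replicates 3 and 4 it was 1737, 2 alternatives chosen after seeing the data. At an unadjusted p under 0.01 it was 827.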

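Castration changed 567 probes in both strains, 544 of them in the same direction and 23 in opposite directions. The 544 probes stand for 460 genes, with 235 probes raised and 309 lowered in both strains, where 49.9 and 60.8 would be shared if the calls in each strain were independent. Lcn2 was at least 6.11-fold lower after castration in C57BL/6J (adjusted p = 1.02e-08 from limma) and 4.26-fold lower in C57.YA, where it was detected on 1 of the 4 CX arrays (adjusted p = 3.69e-07, n = 4 mice per group). Serpina3n, an acute-phase protease inhibitor gene, fell 5.74-fold and 4.88-fold (log2 change in C57BL/6J -2.52, standard error 0.23), and Ptgds, the gene of a prostaglandin D synthase, fell 3.90-fold and 2.99-fold. Lum, which encodes the collagen-binding proteoglycan lumican, rose 1.70-fold and 2.02-fold (adjusted p = 5.26e-05 and 1.14e-06). Acta1, the skeletal actin gene that is re-expressed in hypertrophied ventricles, fell 2.92-fold in C57BL/6J (log2 -1.55, standard error 0.17, adjusted p = 9.98e-06) and 2.16-fold in C57.YA (adjusted p = 1.70e-04). Timp1, an inhibitor of matrix proteases, fell 1.69-fold in C57BL/6J and 1.79-fold in C57.YA (adjusted p = 0.00952 and 0.00197). In C57BL/6J, 5 of the 11 measured hypertrophy genes fell and none rose (7 fell when adjusted over the list alone), with a median log2 change of -0.33 (camera adjusted p = 5.30e-05, adjusted p = 0.0874 with an estimated correlation). Of 7 smooth muscle genes, 3 fell in C57BL/6J (4 when adjusted over the list alone; adjusted p = 0.209 with an estimated correlation) and 6 in C57.YA (adjusted p = 0.273 with an estimated correlation), and none rose. Their myosin heavy chain gene Myh11 fell 1.89-fold in C57BL/6J (adjusted p = 1.98e-05) and by 0.55 on the log2 scale in C57.YA (adjusted p = 0.00162). Of 6 measured proliferation genes, 3 rose in each strain (4 in C57.YA when adjusted over the list alone), with adjusted p = 0.278 and 0.273 with an estimated correlation. Mcm5, a subunit of the replicative helicase, rose by a log2 change of 0.46 in both strains (adjusted p = 0.00434 and 0.00196). The camera calls for smooth muscle and proliferation genes in either strain thus held only with the preset correlation, and that for hypertrophy genes in C57BL/6J held with both. From the many genes changed by castration in C57.YA hearts, the paper concludes that the cells of this strain are not insensitive to androgens and that their molecular response to the hormone differs.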

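In sham hearts, Depp1, a gene induced by FoxO transcription factors, was 2.43-fold lower in C57BL/6J than in C57.YA (log2 -1.28, standard error 0.18, adjusted p = 4.74e-04 from limma, n = 4 mice per group). Ddit4, a stress-induced inhibitor of mTOR signaling, was 2.83-fold lower (log2 -1.50, standard error 0.24, adjusted p = 0.00107). Klf4, a zinc-finger transcription factor gene, was 1.74-fold lower (adjusted p = 4.72e-04). Ankrd1 was 2.05-fold higher in C57BL/6J (log2 1.04, standard error 0.15, adjusted p = 6.29e-04) and Acta1 was higher by a log2 difference of 0.92 (adjusted p = 0.00418). Fgfbp3, which encodes a binding protein of fibroblast growth factors, was 1.87-fold higher (adjusted p = 2.68e-04). Of 12 measured glucocorticoid-responsive genes, 5 were lower in C57BL/6J and none was higher (7 lower and 1 higher when adjusted over the list alone), with a median log2 difference of -0.43. The 5 were Ddit4, Fkbp5, Errfi1, Pdk4 and the p21 gene Cdkn1a, and the list had a camera adjusted p of 4.68e-06, but adjusted p = 0.197 with an estimated correlation. Fkbp5, a co-chaperone of steroid receptors, differed by -0.79 (adjusted p = 0.0136). Errfi1, a feedback inhibitor of epidermal growth factor signaling, differed by -0.77 (adjusted p = 6.14e-05). Pdk4, which limits the oxidation of glucose, differed by -1.10 (adjusted p = 0.0386), a call lost without C57BL/6J sham replicate 1 or 3, where the difference was -1.05 and -0.997. Of 11 measured immediate early genes, 5 were lower in C57BL/6J and 1 was higher (camera adjusted p = 0.00168, adjusted p = 0.265 with an estimated correlation). The strains differed for 2444 more probes in CX than in sham hearts, and for 1537 more without C57BL/6J CX replicate 2. Without C57.YA sham replicates 1 and 2 this difference was 1258, and without replicates 3 and 4 it was 3204, both run after seeing the data. At an unadjusted p under 0.01 it was 1324. With the residuals of a fit without the interaction shuffled over the arrays, a test chosen after seeing the result, 5 of 100 fits gave as large a difference, the real one included.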

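Among CX hearts, Chrm2, the gene of the cardiac muscarinic receptor, was 5.26-fold lower in C57BL/6J than in C57.YA (log2 -2.40, standard error 0.38, adjusted p = 0.00117 from limma, n = 4 mice per group). Dctn1, a subunit of the dynactin motor complex, was 6.24-fold lower (log2 -2.64, standard error 0.42, adjusted p = 0.00117). Mfn2, which mediates fusion of mitochondria, was 3.50-fold lower on 1 probe (adjusted p = 0.00101), but its brighter second probe differed by 0.02. Likewise, Prpf8, a core splicing factor, was 3.63-fold lower on 1 probe (adjusted p = 0.00119), and its brighter second probe differed by 0.18. Myh7, which encodes the slow myosin heavy chain, was 2.81-fold lower (log2 -1.49, standard error 0.21, adjusted p = 4.68e-04). On these probes the 4 sham C57.YA arrays spread more than those of the other groups, with an SD of 1.11 log2 units for Chrm2, 1.14 for Dctn1, 0.72 for Mfn2, 0.98 for Prpf8 and 0.67 for Myh7. Nppa was higher in CX C57BL/6J hearts by a log2 difference of 0.57 (adjusted p = 0.00238). Of 10 measured macrophage genes, 6 were lower in C57BL/6J and none was higher (8 lower when adjusted over the list alone). The list had a median log2 difference of -0.32 and a camera adjusted p of 0.00111, but adjusted p = 0.845 with an estimated correlation. Among them, F13a1, the gene of a coagulation factor subunit, differed by -0.82 (adjusted p = 0.00387), and Lyz2, the macrophage lysozyme gene, by -0.43 (adjusted p = 0.00858). The strains differed in both sham and CX hearts for 197 probes, 163 of them in the same direction and 34 in opposite directions. Of these, 94 were higher and 69 lower in C57BL/6J in both, where 34.9 and 29.3 would be shared if the calls were independent. The CX C57BL/6J hearts also stood apart in the mean log2 signal of the atrial muscle genes Myl4, Myl7, Sln and Mybphl, which was 9.95 ± 0.84 (SD, n = 4), and every comparison with this group carries that difference. With this mean as a covariate in limma, which nearly coincides with the group of CX C57BL/6J hearts, no probe differed by strain in CX hearts at an adjusted p under 0.1, and 1397 did so at an unadjusted p under 0.05.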

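The change by castration differed between the strains for 368 probes of 322 genes (limma interaction, Benjamini-Hochberg adjusted p under 0.1, n = 4 mice per group). The interaction was positive for 177 of these probes, so that the change was higher in C57BL/6J, and negative for 191. Pdk4, the kinase that restrains glucose oxidation, had a positive interaction of 1.73 on the log2 scale (adjusted p = 0.0297), and it rose 2.94-fold after castration in C57BL/6J (adjusted p = 0.00193). Slc41a3 had an interaction of 1.38 (adjusted p = 7.55e-04) and Rcan1 of 1.36 (standard error 0.31, adjusted p = 0.0308). Fbxo32, a ubiquitin ligase gene of muscle atrophy, had a negative interaction of -1.15 (standard error 0.13, adjusted p = 5.06e-05). Chac1, which encodes a glutathione-degrading enzyme, had one of -1.22 (standard error 0.23, adjusted p = 0.00829), and Mid1ip1, a regulator of fatty acid synthesis, one of -1.09 (standard error 0.12, adjusted p = 5.06e-05). Of 17 measured genes of fatty acid oxidation, 2 had a positive interaction and none a negative one (3 positive when adjusted over the list alone; camera adjusted p = 0.0208, adjusted p = 0.114 with an estimated correlation). Of 14 heat shock genes, 3 had a positive interaction and none a negative one (4 positive when adjusted over the list alone; camera adjusted p = 0.00335, adjusted p = 0.437 with an estimated correlation), among them Dnajb1 with 0.85 (adjusted p = 0.00756). Of 4 mesothelial genes, 1 had a positive interaction and none a negative one (all 4 positive when adjusted over the list alone; camera adjusted p = 4.27e-04, adjusted p = 0.186 with an estimated correlation). Of 10 macrophage genes, 2 had a negative interaction and none a positive one (8 negative when adjusted over the list alone; camera adjusted p = 1.47e-05, adjusted p = 0.347 with an estimated correlation). The interaction call of the macrophage gene F13a1 was lost without any one of 9 arrays, with values of -0.86 to -0.71. These gene lists were fixed after values in the tables of the paper had been seen. List members that the paper had called on the same arrays are therefore not independent evidence. The called probes included 241 of the 249 listed in Additional file 1. The count was 236 or 220 without C57BL/6J sham replicate 2 or 3, 200, 565 or 654 without C57.YA sham replicate 2, 3 or 4, and 238 or 223 without C57.YA CX replicate 1 or 2. It was 140 without C57.YA sham replicates 1 and 2 and 1703 without replicates 3 and 4, both run after seeing the data, 152 with median scaling, 579 with array weights, and 53 with the mean signal of 4 atrial genes, high in CX C57BL/6J hearts alone, as a covariate.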

Finally, in addition to the marginal effects of strain and surgery, we also tested for interaction between these two factors, which allowed us to identify within the genome 249 unique genes (hereafter referred to as "interaction genes") whose expression was affected by CX (and thus by post-pubertal testosterone) differentially according to the genetic origin of chrY (Additional file 1). 

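Of the 322 interaction genes, 125 or 38.8% differed by at least 1.5-fold in any of the 4 comparisons within a strain or surgery group. The 95% Wilson interval of 33.5 to 44.4% takes the genes as independent and does not measure the spread between mice. Leaving out each array in turn gave 34.2 to 52.0%. Of the 249 genes of Additional file 1, measured on the same arrays, 109 or 43.8% did so. Arntl, Cdkn1a, Spon2 and Ciart in C57.YA hearts, and Myl7, Myl4 and Sln in C57BL/6J hearts, were among the genes with the largest changes. Acvr2b, an activin receptor gene, and Mapk12, a p38 kinase gene, were interaction genes that stayed below 1.5-fold in each comparison. The share was 75.8% with median scaling and 97.9% with the mean signal of 4 atrial genes as a covariate, under which fewer genes were called. The limma call of an interaction and the fold change of a gene come from the same 16 arrays, so the share describes the called genes and is no separate test.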

Most interactions genes showed rather large differences in gene expression, as ~44% of them displayed either strain-dependent differences or surgery-dependent changes were greater than 1.5 fold. To validate the results of the microarray analysis, we performed real-time RT-PCR quantifications for 6 of the interaction genes. The differences detected by RT-PCR were similar to those that had been detected with the microarray (Figure 3).

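On the arrays, all 6 genes chosen for RT-PCR passed the interaction test (limma, Benjamini-Hochberg adjusted p under 0.1, n = 4 mice per group). Castration lowered Spon2, which encodes a secreted matrix protein, 4.70-fold in C57.YA hearts (log2 -2.23, standard error 0.18, adjusted p = 3.69e-07), and its log2 change in C57BL/6J was 0.09 (adjusted p = 0.839). Tnfrsf12a, the receptor of the cytokine TWEAK, fell 2.49-fold in C57.YA (log2 -1.32, standard error 0.16, adjusted p = 1.69e-05), against a log2 change of -0.37 in C57BL/6J (adjusted p = 0.190). Gm129, now called Ciart, a repressor of the circadian clock, rose 3.15-fold in C57.YA (log2 1.66, standard error 0.19, adjusted p = 9.07e-06), against a log2 change of -0.08 in C57BL/6J (adjusted p = 0.870). The interaction was 2.33 for Spon2 (standard error 0.26, adjusted p = 5.88e-05), 0.94 for Tnfrsf12a (adjusted p = 0.0394) and -1.73 for Ciart (adjusted p = 0.00153). It was 2.26 for Arntl (standard error 0.16, adjusted p = 1.44e-07), 2.16 for Cdkn1a (standard error 0.25, adjusted p = 9.48e-05) and -1.63 for Dbp (standard error 0.17, adjusted p = 4.60e-05), all on the log2 scale. Between sham hearts, Spon2 was 4.29-fold lower and Ciart 4.72-fold higher in C57BL/6J than in C57.YA (adjusted p = 1.35e-06 and 7.96e-07). Between CX hearts, Spon2 differed by 0.23 (adjusted p = 0.442), Arntl and Dbp did not pass, and Ciart, Tnfrsf12a and Cdkn1a passed and were higher in C57BL/6J, Ciart by 0.51 (adjusted p = 0.0695) and Tnfrsf12a by 0.41 (adjusted p = 0.0835). The call of Ciart among CX hearts was lost without replicate 1, 2 or 3 of the CX C57BL/6J or 2, 3 or 4 of the CX C57.YA arrays (0.38 to 0.52) and that of Tnfrsf12a without replicate 2, 3 or 4 of the CX C57BL/6J or 1 or 2 of the CX C57.YA arrays (0.29 to 0.42), and both were lost with background correction and with an ordinary variance, and that of Tnfrsf12a also without the detection filter. Each of the surgery calls in C57.YA and interaction calls was kept without any single array. With the mean signal of 4 atrial genes as a covariate, the interactions of Cdkn1a (1.84) and Tnfrsf12a (1.28) no longer passed. This mean is high in CX C57BL/6J hearts alone, so the covariate takes up much of their difference by construction. The interaction of Tnfrsf12a also did not pass without C57.YA sham replicates 1 and 2 (0.80), a setting chosen after seeing the data.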

**Figure 3:**
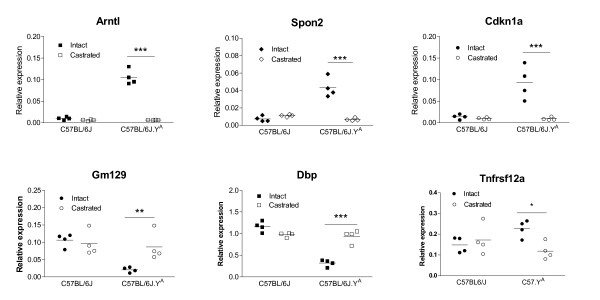
**Real-time RT-PCR quantifications of 6 genes in the hearts of adult male C57BL/6J and C57.YA (either intact sham-operated of castrated)**. *P < 0.05; **P < 0.01; *P < 0.001 (Bonferroni-corrected post-hoc tests).

**Table 1:** Numbers of probes and corresponding unique genes in different conditions

**Condition**	**Probes**	**Corresponding unique genes**
Present on Mouse Ref-8	25,697	18,118
Detected (in at least one out of four conditions)	12,764	8,297
Surgery: overall effect	3,030	2,274
Surgery: effect in C57BL/6J	1,103	845
Surgery: effect in C57.Y^A^	2,706	2,042
Strain: overall effect	3,282	2,508
Strain: effect in CX	3,209	2,421
Strain: effect in sham (intact)	479	381
Interaction between surgery and strain	318	249

To further determine 1) which particularly surgery group comprised genes where the strain-dependent differences in expression varied according to the surgery status, and 2) to which particular strain corresponded genes where the effect of CX varied according to the origin of chrY, we performed post-hoc analyses on the hybridization results obtained with probes from all interaction genes. Accordingly, we found that the expression of interaction genes was differentially affected by strain to a greater extent in CX (177/249 genes) than in intact sham (99/249 genes) mice (with 3 genes where the effect of surgery treatment did not reach significance with the post-hoc analysis) (Figure 4). Likewise, genes responded to CX in a strain-specific manner to a greater extent in C57.Y^A ^(204/249 genes) than in C57BL6/J (77 genes/249) mice (with also 3 genes where the effect of strain did not reach significance with the post-hoc analysis) (Figure 4).

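Acvr2b, which encodes an activin receptor, was lower in C57BL/6J than in C57.YA among CX hearts by a log2 difference of -0.41 (adjusted p = 0.00194 from limma over all tested probes, interaction -0.55, adjusted p = 0.0105). Usp2, a ubiquitin protease gene with circadian expression, was lower among CX hearts by -0.54 (adjusted p = 0.00434, interaction -0.84, standard error 0.16, adjusted p = 0.00915). Errfi1 showed the other order, with a difference of 0.07 among CX hearts (adjusted p = 0.648) and an interaction of 0.84 (adjusted p = 0.00166). Adjusted over the 368 interaction probes alone, the strains differed among CX hearts for 242 of the 322 interaction genes and among sham hearts for 195. In both surgery groups 115 genes differed, and none of the 322 differed in neither. As the interaction is the difference between these 2 contrasts, the latter count is nearly fixed by the choice of the genes. Of the 249 genes of Additional file 1, 185 differed among CX and 153 among sham hearts, with 89 in both. The count among CX hearts was 153 or 132 without C57BL/6J sham replicate 2 or 3, 144 without C57BL/6J CX replicate 2, 160, 118, 398 or 470 without C57.YA sham replicate 1, 2, 3 or 4, and 147 or 130 without C57.YA CX replicate 1 or 2. The count among sham hearts was 128 without C57.YA sham replicate 2. With median scaling, 104 genes differed among CX and 93 among sham hearts.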

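Atf3, a stress-induced transcription factor gene, rose by 0.83 in C57BL/6J (adjusted p = 5.38e-04 from limma, n = 4 mice per group, interaction 0.99, adjusted p = 0.00701). Conversely, castration raised Chac1 by 0.94 in C57.YA (adjusted p = 6.38e-04) and lowered Errfi1, which fell by 0.85 there (adjusted p = 5.19e-06), against -0.02 in C57BL/6J (adjusted p = 0.949). Adjusted over the interaction probes alone, castration changed 281 of the 322 interaction genes in C57.YA and 156 in C57BL/6J. In both strains 115 genes changed, and none changed in neither, which is nearly fixed by the choice of the genes. Of the genes of Additional file 1, 225 changed in C57.YA and 105 in C57BL/6J, with 81 in both. The count in C57.YA was 180 or 166 without C57BL/6J sham replicate 2 or 3, 150, 433 or 502 without C57.YA sham replicate 2, 3 or 4, and 179 or 166 without C57.YA CX replicate 1 or 2. The count in C57BL/6J was 99 or 89 without C57BL/6J sham replicate 2 or 3, 96 without C57BL/6J CX replicate 2, 90 or 258 without C57.YA sham replicate 2 or 4, and 96 or 95 without C57.YA CX replicate 1 or 2. With median scaling, 115 genes changed in C57.YA and 47 in C57BL/6J.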

**Figure 4:**
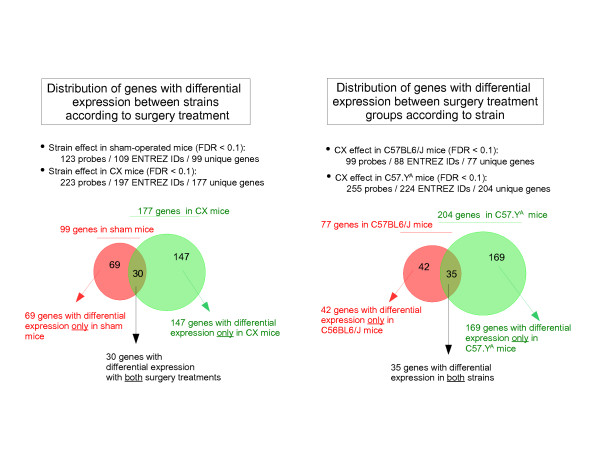
**Venn diagrams showing the distribution of "interaction genes" within the 2 particular surgery groups or within the 2 particular strains used in the current study (n = 4 per group)**.

In order to assess the biological significance of the interaction genes, we performed a Set Enrichment Test for every pathway in the Kyoto Encyclopedia of Genes and Genomes (KEGG) [14] to calculate the probability of observing a given number of selected genes in a pathway by chance. 

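Interaction genes were counted in the 6 KEGG pathways with the members that Additional file 2 lists, against the 8849 detected genes (one-sided Fisher's exact test). The study chose these pathways on the same arrays, so their enrichment is not independent evidence. Circadian rhythm held Arntl, Clock, Cry2, Per2 and Per3, 5 of its 10 genes where 0.364 were expected by chance (exact p = 1.34e-05). p53 signaling held, among others, the cell cycle genes Ccnd1 and Cdkn1a and the damage-induced genes Gadd45a, Gadd45g and Sesn1, in all 6 of 31 where 1.13 were expected (exact p = 7.55e-04). Melanoma held, among others, Ccnd1, Cdkn1a and the growth factor gene Fgf7, in all 4 of 28 where 1.02 were expected (exact p = 0.0177). Cytokine-cytokine receptor interaction held Acvr2b, Ccl8, Cxcl1, Ifngr2, Ifnlr1 and Tnfrsf12a, 6 of 66 where 2.40 were expected (exact p = 0.0323). Leukocyte transendothelial migration held Cldn5, Jam2, Mapk12, Myl7 and Vcam1, 5 of 49 where 1.78 were expected (exact p = 0.0319). Tight junction held, among others, Cldn5, Jam2, Myl7 and Sptbn1, in all 5 of 69 where 2.51 were expected (exact p = 0.106). Ccl8, a chemokine gene, rose 1.94-fold after castration in C57.YA (detected on 1 of 4 sham arrays, log2 0.96, standard error 0.18, adjusted p = 0.00174 from limma) and had an interaction of -1.15 (standard error 0.26, adjusted p = 0.0322). Cldn5, a tight junction protein gene of endothelium, rose 1.50-fold in C57BL/6J (log2 0.58, standard error 0.11, adjusted p = 0.00358) and had an interaction of 0.74 (adjusted p = 0.0209). Fgf7, Vcam1 and Jam2 rose in C57.YA by 0.69, 0.57 and 0.65 (adjusted p = 8.12e-04, 3.61e-04 and 4.34e-05), with interactions of -0.77, -0.58 and -0.55. The interaction call of Cxcl1 (-0.72, adjusted p = 0.0901) was lost without any single array except C57BL/6J sham replicate 2, C57BL/6J CX replicate 4 or C57.YA sham replicate 2, with values of -0.75 to -0.61. That of Ifnlr1 (-0.40, adjusted p = 0.0615) was lost without C57BL/6J sham replicate 2, C57BL/6J CX replicate 2 or 3, C57.YA sham replicate 1, or C57.YA CX replicate 1, 2 or 3, with values of -0.40 to -0.36. That of Sptbn1 (-0.58, adjusted p = 0.0707) was lost without replicate 2 or 3 of either C57BL/6J group or replicate 2 of either C57.YA group, with values of -0.56 to -0.47, and 3 other probes of Sptbn1 had interactions of -1.11, -0.06 and -0.003, which did not pass. The p of cytokine-cytokine receptor interaction was 0.0766 without C57BL/6J sham replicate 4, 0.113 without C57BL/6J CX replicate 1, 0.100 or 0.294 without C57.YA sham replicate 1 or 3, and 0.0654, 0.0564 or 0.0504 without C57.YA CX replicate 1, 2 or 4. That of melanoma was 0.0704 without C57BL/6J sham replicate 4, 0.0902 without C57BL/6J CX replicate 4 and 0.0643 without C57.YA sham replicate 3, and that of leukocyte transendothelial migration was 0.0865 without C57.YA sham replicate 4. Other settings ended calls as well. For leukocyte transendothelial migration the p was 0.166 with median scaling, 0.0801 with the stricter detection filter and 0.141 with array weights, for melanoma 0.506 with an ordinary variance and 0.0704 with array weights, and for cytokine-cytokine receptor interaction 0.226 with an ordinary variance. With the mean signal of 4 atrial genes as a covariate, the p was 0.152 for p53 signaling, 0.139 for melanoma, 0.297 for cytokine-cytokine receptor interaction and 1 for leukocyte transendothelial migration. As this mean is high in CX C57BL/6J hearts alone, fewer interactions are called under it by construction. In fits without C57.YA sham replicates 1 and 2, or 3 and 4, both chosen after seeing the data, the p was 0.318 or 0.265 for melanoma and 0.225 or 0.222 for cytokine-cytokine receptor interaction, that of leukocyte transendothelial migration was 0.142 without the former pair, and that of p53 signaling was 0.0983 without the latter. With only the members of the 6 pathways as background, circadian rhythm alone had a p under 0.05.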

The six following KEGG pathways showed enrichment for interaction genes using a p-value ≤ 0.05 as a criteria for selection: *circadian rhythm *[containing *Arntl1 (also known as Bmal1), Per2, Per3 *and *Cry2*], *p53 signaling pathway *(containing *Cdkn1a, Gadd45g, Ccnd1 *and *Pten*), *melanoma *(also containing *Cdkn1a, Ccnd1 *and *Pten*, as well as *Fgf7*), *cytokine-cytokine receptor interaction *(containing *Acvr2b, Ccl8, Tnfrsf12a, Cxcl1 *and *IL28ra*), *leukocyte transendothelial migration *(containing *Myl7, Cldn5, Jam5 and Vcam1*), and *tight junction *(also containing *Myl7 *and *Cldn*5, as well as *Jam2, Pten and Myh7*) (see Additional file 2 and Table 2). However, it should be noted that there is some overlap between the groups of genes assigned by KEGG to each pathways: *melanoma *shares 5 genes with either *p53 signaling pathway *or *cytokine-cytokine receptor interaction*, it also shares 3 genes with *tight junction*, and the latter shares 20 genes with *leukocyte transendothelial migration*. This is likely to result from the fact that the KEGG classification is somewhat arbitrary, and sometimes assigns genes on the basis of particular biologic manifestations rather than regulatory pathways or functions. Nonetheless, overlap between KEGG pathways suggests that a common biological process underlies the selection of these particular genes. Of note, one additional limitation of the Set Enrichment Test is that the coverage of KEGG pathways is still incomplete at the current time. For instance, although *Dbp, Tef, Nr1d2 *and *Rora *are all well-known downstream effectors of clock genes [15,16], none of them have been included yet within the KEGG *circadian rhythm *pathway. Likewise, *Myl4 *has not been assigned to either *leukocyte transendothelial migration *or *tight junction *despite being highly homologous to *Myl7*. 

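Dbp, Tef, Nr1d2 and Rora all rose after castration of C57.YA mice, and each had a negative interaction (limma, adjusted p under 0.1, n = 4 mice per group). Dbp, a transcription factor driven by the clock, rose 2.95-fold in C57.YA (log2 1.56, standard error 0.12, adjusted p = 2.18e-07), against a log2 change of -0.06 in C57BL/6J (standard error 0.12). Tef, a factor of the same family, rose 2.16-fold in C57.YA (log2 1.11, standard error 0.09, adjusted p = 3.69e-07), and its second probe rose by 0.35 (adjusted p = 0.00878). Nr1d2, a nuclear receptor that represses Arntl, rose 1.84-fold (log2 0.88, standard error 0.10, adjusted p = 1.36e-05), with an interaction of -0.77 (standard error 0.15, adjusted p = 0.00915). Rora, a nuclear receptor that activates Arntl, rose 1.46-fold (log2 0.55, standard error 0.09, adjusted p = 4.97e-04), with an interaction of -0.52 (standard error 0.13, adjusted p = 0.0509). Nfil3 and Usp2, clock-controlled genes outside the circadian list of the study, changed as well. Both are in Additional file 1, which the study chose on these arrays by the interaction, so they are not independent evidence. Nfil3, a repressor of the genes that Dbp and Tef activate, fell by 0.61 in C57.YA (adjusted p = 6.08e-04), with an interaction of 0.64 (adjusted p = 0.0327), and Usp2 rose there by 0.64 (adjusted p = 7.80e-04). The interaction call of Rora was lost without C57BL/6J sham replicate 3, C57BL/6J CX replicate 2 or C57.YA sham replicate 2, with values of -0.47 to -0.45. The second probe of Tef had an interaction of -0.31 (adjusted p = 0.215).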

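Myl4 and Myl7, the genes of the atrial essential and regulatory myosin light chains, rose together after castration of C57BL/6J mice. Myl4 rose 8.66-fold (log2 3.12, standard error 0.27, adjusted p = 7.24e-07 from limma, n = 4 mice per group) and Myl7, detected on none of the sham arrays of either strain, rose at least 7.53-fold (adjusted p = 1.20e-06). In C57.YA their log2 changes were 0.09 (adjusted p = 0.871) and -0.01 (adjusted p = 0.985), and both had a positive interaction, of 3.03 for Myl4 (standard error 0.38, adjusted p = 2.02e-04) and at adjusted p = 2.16e-04 for Myl7, whose size is left open as its sham signals were not above background. Further genes of Additional file 1 that mark atrial muscle or are high in it rose with them in C57BL/6J. Sln, an inhibitor of the sarcoplasmic calcium pump, rose at least 5.36-fold (adjusted p = 1.57e-06), Mybphl, a myosin-binding protein gene, at least 3.18-fold (adjusted p = 7.57e-06) and Hamp, the hepcidin gene, at least 1.80-fold (adjusted p = 1.46e-04). Dkk3, a secreted protein gene, rose 2.43-fold (log2 1.28, standard error 0.11, adjusted p = 1.06e-06). All 6 genes rose in C57BL/6J and had a positive interaction, with a median log2 change of 2.53 (camera adjusted p = 3.36e-17) and a median interaction of 2.22 (camera adjusted p = 1.56e-13), and both calls held with an estimated correlation (adjusted p = 0.0354 and 0.0422). These medians include signals of Myl7, Sln, Mybphl and Hamp that were not above background, and with such groups raised to the lowest detected signal of each array they were 2.05 and 2.21, the latter no bound. The study selected these 6 genes on the same arrays, so their shared direction is not independent evidence. Of 8 measured atrial genes outside its tables, 1 rose and 1 fell in C57BL/6J. Kcna5, an atrial potassium channel gene, changed by 0.42 (adjusted p = 0.0618) and Nppa by -0.33 (adjusted p = 0.0740). Nppa also fell in C57.YA and was higher in C57BL/6J among CX hearts. The call of Kcna5 was lost without C57BL/6J sham replicate 2 or 4 or C57BL/6J CX replicate 1 or 3 (0.34 to 0.42), and that of Nppa without C57BL/6J sham replicate 2, 3 or 4 or C57BL/6J CX replicate 1, 2 or 4 (-0.35 to -0.27). The mean log2 signal of Myl4, Myl7, Sln and Mybphl was 9.23 to 11.2 on the 4 CX C57BL/6J arrays, 7.03 to 7.11 on the sham C57BL/6J arrays, 6.99 to 7.19 on the sham C57.YA arrays and 7.09 to 7.65 on the CX C57.YA arrays. With that mean as a covariate, the changes of its 4 genes average 0 by construction and say nothing about them, and Hamp and Dkk3 no longer passed in C57BL/6J.

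**Figure D1:**
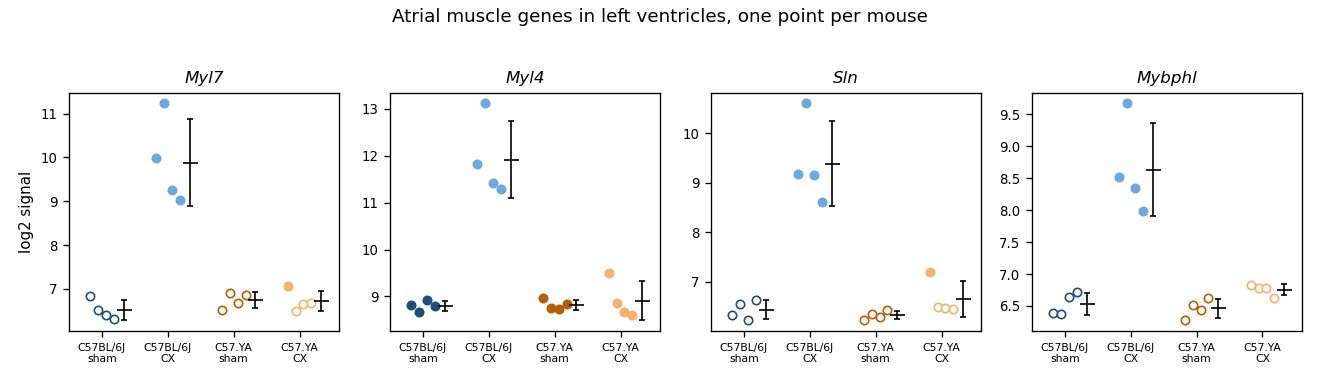
Log2 quantile-normalized signal of 4 atrial muscle genes (vertical axes) in the 4 groups (horizontal axes), with a point per mouse, filled where the probe was detected, and the group mean with its SD as a bar (n = 4). The 4 CX C57BL/6J hearts lie above the hearts of the other groups for each gene, and their mean over the genes lies between 9.23 and 11.2.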

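The 6 pathways together held 24 interaction genes by the limma calls made here, and 18 of them differed by more than 1.5-fold in a comparison within a strain or within a surgery group. The largest such changes were those of Myl7 in C57BL/6J hearts and of Cdkn1a, Arntl and Per2 in C57.YA hearts. Ifngr2, a subunit of the interferon gamma receptor, rose by 0.65 on the log2 scale after castration in C57.YA (adjusted p = 3.12e-06 from limma, n = 4 mice per group) and by 0.24 in C57BL/6J (adjusted p = 0.0402), with an interaction of -0.41 (adjusted p = 0.0309). The 6 genes below 1.5-fold were Acvr2b, Cxcl1, Ifnlr1, Mapk12, Sesn1 and Vcam1. Mapk12 had a change of 0.33 in C57.YA (adjusted p = 0.0128) and an interaction of -0.53 (adjusted p = 0.0275), against -0.35 and -0.15 on 2 other probes (adjusted p = 0.231 and 0.652).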

Interestingly, 14 out of the 17 interaction genes enriched within KEGG pathways display strain-dependent differences or surgery-dependent changes that were greater than 1.5 fold (see Additional file 2), which may constitute one other indication that these particular genes play biologically important roles.

**Table 2:** Selected KEGG pathways showing enrichment for interaction genes

**KEGG ID**	**Term**	**Size**	**Expected Count**	**Count**	**P-value**
4710	Circadian rhythm	10	0.33	6	1.8E-07
4115	p53 signaling pathway	31	1.02	5	0.0028
5218	Melanoma	32	1.05	4	0.0190
4060	Cytokine-cytokine receptor interaction	70	2.30	6	0.0249
4670	Leukocyte transendothelial migration	52	1.71	5	0.0257
4530	Tight junction	73	2.40	6	0.0299

Listed KEGG pathways correspond to those showing significant enrichment (p < 0.05) for "interaction genes". *Size *corresponds to the number of genes assigned by KEGG within each particular pathway. *Expected count *corresponds to the number of interaction genes could be expected to be found if there was no significant enrichment, *count *corresponds to the effective number of genes showing significant enrichment (p < 0.05) (see also Additional file 2).

*Circadian rhythm*, in addition to being *the *KEGG pathway showing the most significant enrichment for interactions genes, also comprised genes showing some of the largest differences in expression among interaction genes. 

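Of the 20 interaction genes with the largest interactions, 10 positive and 10 negative, 4 belong to the 14 circadian genes of Table 3, namely Arntl among the positive and Dbp, Per2 and Tef among the negative ones. The clock repressor Ciart was also among the 20, and had the most negative interaction of all called genes. The interaction of Per2, a core repressor of the clock, was -1.40 on the log2 scale (standard error 0.19, adjusted p = 4.10e-04 from limma, n = 4 mice per group) and that of Tef -1.08 (standard error 0.13, adjusted p = 1.52e-04). The other positive ones were Myl7, Myl4, Sln, Mybphl and Hamp, which are high in atrial muscle, the matrix gene Spon2, the cell cycle inhibitor gene Cdkn1a, and Pdk4 and Slc41a3. The other negative ones were Chac1, Fbxo32, Ccl8, Hdlbp, Mid1ip1 and Clec2d. Clec2d, a ligand of a natural killer cell receptor, had an interaction of -1.09 (adjusted p = 0.0809), and Hdlbp, an RNA-binding protein gene, of -1.10 (adjusted p = 0.0839). The calls of these last 2 genes were lost without most single arrays, 11 of the 16 for Clec2d (-1.13 to -0.89, kept only without C57BL/6J sham replicate 2 or 4, C57BL/6J CX replicate 1 or C57.YA sham replicate 3 or 4) and 12 for Hdlbp (-1.15 to -0.89, kept only without C57BL/6J CX replicate 1 or 3 or C57.YA sham replicate 3 or 4). With the mean signal of 4 atrial genes as a covariate, the interaction of Per2 was -1.12 and no longer passed. The covariate is high in CX C57BL/6J hearts alone and so takes up much of their difference by construction.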

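In C57.YA hearts, castration lowered Arntl, whose product drives transcription in the clock, 5.26-fold (detected on 1 of 4 CX arrays, log2 -2.39, standard error 0.11, adjusted p = 1.07e-10 from limma, n = 4 mice per group). Its partner Clock fell 1.62-fold (log2 -0.70, standard error 0.07, adjusted p = 2.76e-06). The repressors of these factors rose, Per2 2.94-fold (log2 1.56, standard error 0.13, adjusted p = 3.69e-07), Per3 at least 1.43-fold (adjusted p = 1.16e-05), Cry2 1.41-fold (adjusted p = 8.30e-05) and Per1 1.92-fold (log2 0.94, standard error 0.21, adjusted p = 0.00563). In C57BL/6J hearts, the log2 change was -0.13 for Arntl (adjusted p = 0.564), 0.15 for Per2 (adjusted p = 0.578) and -0.11 for Cry2 (adjusted p = 0.394). Arntl was detected there on 2 of 4 sham and 1 of 4 CX arrays. Of the 14 genes of Table 3, 9 rose and 3 fell in C57.YA and Csnk1d and Bhlhe40 did not pass, whereas 11 rose and 3 fell when adjusted over the list alone. In C57BL/6J, Nr1d1, a repressor of Arntl, was the 1 gene to pass. It fell 1.36-fold (log2 -0.45, standard error 0.09, adjusted p = 0.00813), as it did in C57.YA (1.39-fold, adjusted p = 0.00241; interaction 0.03, adjusted p = 0.954), and its second probe changed by -0.37 in C57BL/6J, which did not pass (adjusted p = 0.114). The interaction passed for 9 of the 14 genes (11 when adjusted over the list alone), with a median of -0.57, or -0.46 with Per3 in sham C57.YA hearts raised to the lowest detected signal of each array. Of these, Cry2 and Clock had interactions of -0.61 and 0.56 (adjusted p = 0.00259 and 0.00482), and Per3, not detected in sham C57.YA hearts, a negative one (adjusted p = 0.00915). For Per1 it was -0.95 (adjusted p = 0.127), and -0.58 on a second probe (adjusted p = 0.302). The study took this list from KEGG, whose circadian rhythm pathway it had found enriched on the same arrays, and from interaction genes described as circadian in the literature, so its counts are not fully independent evidence. The camera test gave an adjusted p of 1.57e-04 for surgery in C57.YA and 3.54e-05 for the interaction, and both held with an estimated correlation (adjusted p = 0.0503 and 0.0346). Without C57.YA sham replicates 1 and 2, or 3 and 4, both chosen after seeing the data, 12 genes passed for surgery in C57.YA, and 8 or 10 for the interaction. Per1 was not among the 12 without replicates 1 and 2 (0.48). A second probe of Clock had an interaction of -0.08 (adjusted p = 0.913).

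**Figure D2:**
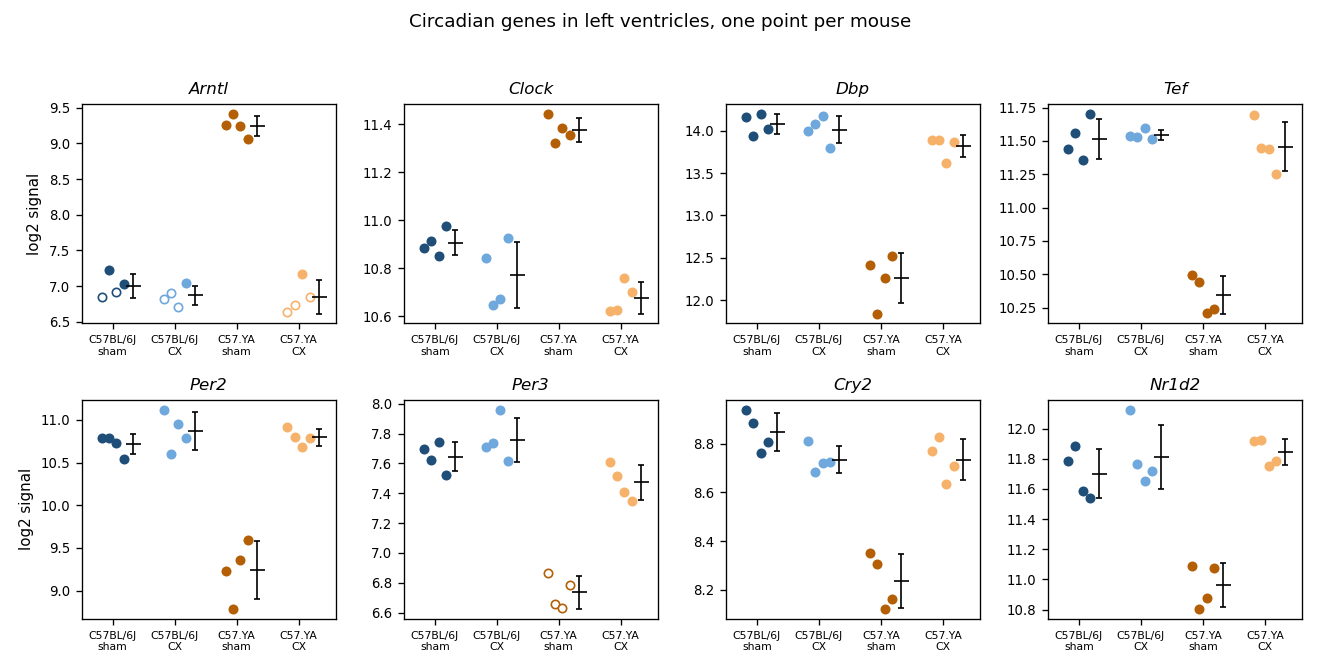
Log2 quantile-normalized signal of 8 circadian genes (vertical axes) in the 4 groups (horizontal axes), with a point per mouse, filled where the probe was detected, and the group mean with its SD as a bar (n = 4). The 4 sham C57.YA hearts stand apart from the 12 others for each gene, with Arntl at 9.06 to 9.41 against 6.64 to 7.22.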

If we consider all 14 genes that could be classified as "circadian" on the basis of both KEGG pathway database and additional annotation from the literature, we found that expression of 14 of them were significantly affected by CX in C57.Y^A ^mice in contrast to only one gene in C57BL/6J (Table 3 and Figure 5). Although only 10 genes were included in the interaction genes set, the post-hoc tests revealed evidence for interaction in two extra circadian genes, i.e. Csnk1e and Csnk1d, that showed 20% increase in castrated animals but only in the C57.Y^A^strain. 

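Csnk1e, a casein kinase gene that acts on the Per proteins, rose 1.23-fold after castration in C57.YA (log2 0.30, standard error 0.07, adjusted p = 0.0112 from limma, n = 4 mice per group). Its log2 change in C57BL/6J was 0.03 (standard error 0.07, adjusted p = 0.882), and the interaction of -0.27 did not pass (standard error 0.10, adjusted p = 0.224). A second probe of Csnk1e changed by 0.15 in C57.YA (adjusted p = 0.292). On the probe used here, the related kinase gene Csnk1d had changes of 0.19 in C57.YA (1.14-fold, standard error 0.09, adjusted p = 0.163) and 0.22 in C57BL/6J (1.16-fold, standard error 0.09, adjusted p = 0.152). This probe passed in neither strain. Its interaction was 0.03 (standard error 0.12, adjusted p = 0.931). The 4 other probes of Csnk1d differed from each other. One changed by 0.30 in C57.YA (adjusted p = 0.0608) and 0.05 in C57BL/6J (adjusted p = 0.842), with an interaction of -0.25 (adjusted p = 0.444). Its folds of 1.228 in C57.YA and 1.036 in C57BL/6J round to those of Table 3, so the paper appears to give this probe. Another changed by 0.19 in C57.YA (adjusted p = 0.0950) and 0.26 in C57BL/6J (adjusted p = 0.0434), and the last 2 by 0.01 and -0.11 in C57.YA (adjusted p = 0.964 and 0.398) and by 0.02 and 0.05 in C57BL/6J. Adjusted over the 14 circadian genes alone, both kinases passed for surgery in C57.YA, on a list that in part rests on the interactions found on these arrays.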

As a consequence of this differential response to post-pubertal testosterone, most circadian genes showed strain-dependent differences in cardiac expression between intact C57BL/6J and C57.Y^A ^mice, but not in their CX counterparts (Figure 6). 

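Between sham hearts, Arntl was 4.73-fold lower in C57BL/6J, where it was detected on 2 of the 4 arrays, than in C57.YA (adjusted p = 3.50e-10 from limma, n = 4 mice per group) and Clock 1.39-fold lower (adjusted p = 6.42e-04). Dbp was 3.52-fold higher in C57BL/6J (log2 1.82, standard error 0.12, adjusted p = 3.16e-08), Per2 2.77-fold (adjusted p = 1.78e-06), Tef 2.25-fold (adjusted p = 5.73e-07), Nr1d2 1.67-fold (adjusted p = 3.33e-04), Cry2 1.53-fold (adjusted p = 4.01e-05) and Per3 at least 1.61-fold (adjusted p = 2.45e-06). Between CX hearts, the log2 difference was 0.02 for Arntl (adjusted p = 0.925), 0.19 for Dbp (adjusted p = 0.301), 0.07 for Per2 (adjusted p = 0.775), 0.09 for Tef (adjusted p = 0.583) and -0.03 for Nr1d2 (adjusted p = 0.875). Arntl was detected on 1 of the 4 arrays of each CX group, so its difference rests on signals near background. Of the 14 circadian genes of Table 3, 7 were higher and 2 lower in C57BL/6J among sham hearts (9 and 2 when adjusted over the list alone), and the list kept its camera call with an estimated correlation (adjusted p = 0.00814). Among CX hearts 2 were higher and 1 lower, and 4 passed when adjusted over the list alone. These were Per3 (0.28, adjusted p = 0.0285), Csnk1d (0.35, adjusted p = 0.0101) and Rora (-0.36, adjusted p = 0.0138). As part of the list was taken from the interaction genes of these arrays, the counts are not fully independent evidence. Csnk1d also differed among sham hearts, by 0.32 (adjusted p = 0.0553), a call lost without replicate 2 or 3 of the C57BL/6J or replicate 3 or 4 of the C57.YA sham arrays, with values of 0.27 to 0.31. The direction of Csnk1d depended on the probe, as 4 others differed among CX hearts by -0.28, 0.31, -0.08 and 0.07 (adjusted p = 0.0679, 0.00713, 0.583 and 0.582). Second probes of Tef and Nr1d2 differed among sham hearts by 0.15 and 0.34 and did not pass (adjusted p = 0.392 and 0.109), and that of Clock was lower among sham (-0.60, adjusted p = 0.0982) and among CX hearts (-0.68, adjusted p = 0.0173). The call of Per3 among CX hearts was lost without C57BL/6J CX replicate 3 (0.22), and that of Rora with median scaling (-0.30). Outside the list, Nfil3 was lower in C57BL/6J sham hearts by -0.52 (standard error 0.10, adjusted p = 0.00943) and differed by 0.12 among CX hearts (adjusted p = 0.476), whereas Usp2 differed by 0.31 among sham hearts (adjusted p = 0.170) and was lower in C57BL/6J among CX hearts (-0.54, adjusted p = 0.00434), and Ciart passed in both. Nfil3, Usp2 and Ciart are in Additional file 1, chosen on these arrays by the interaction, and are not independent evidence either. Without C57.YA sham replicates 1 and 2, or 3 and 4, chosen after seeing the data, 9 genes of the list differed among sham and 4 among CX hearts.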

One caveat concerning these experimental results is that expression of circadian genes is, by definition, very sensitive to time. Although we took care of killing all mice at the same time of day (between 9:00 and 10:00 AM), further validation requires additional experiments using mice from both strains killed at different times of the 24-hour nyctemer. Nonetheless, there are currently other lines of evidence suggesting that the current results are biologically pertinent, since: 1) recent reports showed that androgens are major regulators of clock genes in C57BL/6J mice and that they are responsible for sex-dependent differences in circadian activity [17,18], and 2) male C57BL/6J mice do not show (in contrast to male A/J counterparts) circadian oscillations of heart rate (corrected for locomotor activity) [19]. Moreover, it has also been reported recently that *Arntl/Bmal1 *is a major regulator of *Cdkn1a *(whose expression is also greatly affected by CX in a C57.Y^A^-specific fashion, as discussed below) and that *Arntl*-dependent changes in the concentration of the corresponding p21Waf1/Kip1 protein correlate with changes in the rate of liver cell proliferation, in keeping with the known functions of this cyclin inhibitor [16].

**Figure 5:**
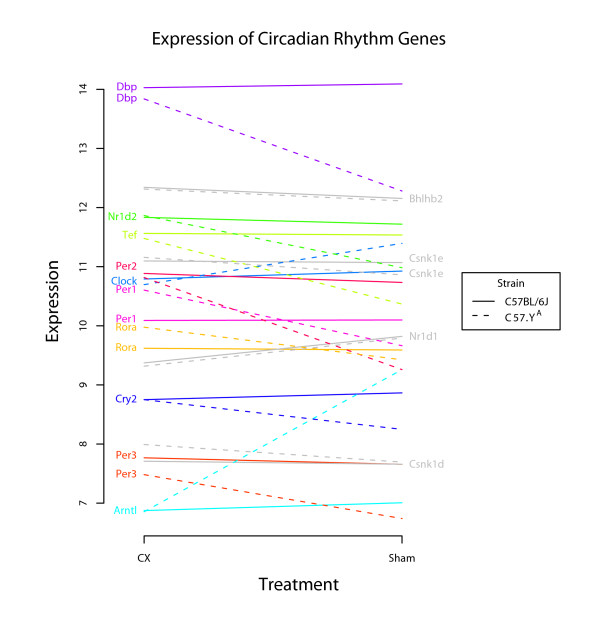
**Probe expression pattern for circadian genes (either genes listed in the KEGG pathway mmu04710 *circadian rhythm *or interaction genes described as circadian in the literature)**. Each line connects average expression of a given gene between CX and sham operated mice. Strain of mice is denoted by a solid line, for C57BL/6J and a dashed line for C57.Y^A^. The vertical scale corresponds to log_2 _(hybridization intensity value). For the 8 genes listed in the left part of the figure (with a different color for each symbol and corresponding lines), the difference between the slopes of the lines reflects the interaction effects. For 4 additional genes (listed in the right part of the figure, with symbols and corresponding lines formatted in gray), there is no significant interaction effect.

**Figure 6:**
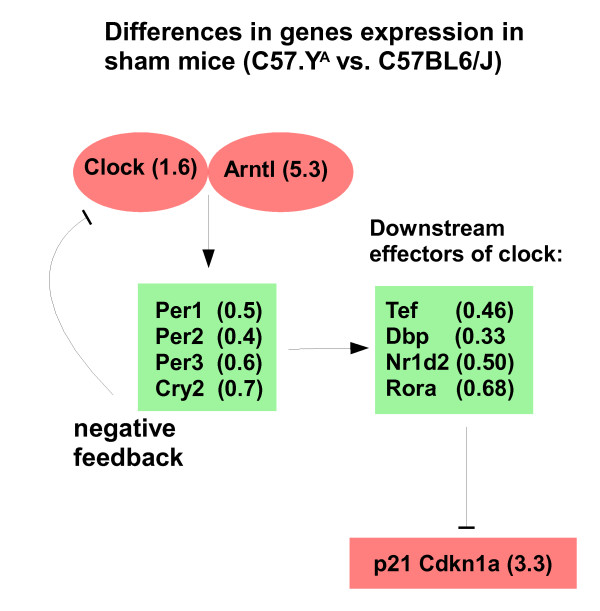
**Diagram summarizing circadian clock genes that are differentially expressed in hearts from intact sham-operated C57BL/6J and C57.Y^A ^mice**. Boxes are in red or green when gene expression is higher in intact male C57.Y^A ^or C57BL/6J mice, respectively. Lines terminating with an arrowhead indicate positive regulation; those terminating with a bar indicate negative regulation. The values represent the ratio of mRNA abundance in intact (sham-operated) male C57.Y^A ^vs. C57BL/6J hearts.

**Table 3:** Summary of results concerning circadian genes

		**C57BL/6J**		**C57.YA**		**Interaction**
				
**Gene Symbol**	**Gene Name**	**FC**	**FDR**	**FC**	**FDR**	**FDR**
Arntl	aryl hydrocarbon receptor nuclear translocator-like	-1.10	0.531	-5.30	**0.000**	**0.006**
Dbp	D site albumin promoter binding protein	-1.05	0.772	2.94	**0.000**	**0.006**
Tef	thyrotroph embryonic factor	1.02	0.851	2.16	**0.001**	**0.008**
Per2	period homolog 2 (Drosophila)	1.11	0.531	2.95	**0.001**	**0.009**
Cry2	cryptochrome 2 (photolyase-like)	-1.08	0.370	1.42	**0.001**	**0.019**
Clock	circadian locomoter output cycles kaput	-1.10	0.284	-1.62	**0.001**	**0.024**
Nr1d2	nuclear receptor subfamily 1, group D, member 2	1.08	0.561	1.84	**0.001**	**0.033**
Per3	period homolog 3 (Drosophila)	1.08	0.503	1.67	**0.001**	**0.034**
Rora	RAR-related orphan receptor alpha	1.02	0.845	1.46	**0.002**	**0.081**
Per1	period homolog 1 (Drosophila)	-1.01	0.923	1.92	**0.004**	**0.087**
Csnk1e	casein kinase 1, epsilon	1.02	0.826	1.23	**0.016**	0.230
Csnk1d	casein kinase 1, delta	1.04	0.789	1.23	**0.061**	0.437
Nr1d1	nuclear receptor subfamily 1, group D, member 1	-1.36	**0.017**	-1.39	**0.006**	0.920
Bhlhb2	basic helix-loop-helix domain containing, class B2	1.14	0.251	1.15	0.135	0.942

Genes were considered as "circadian" on the basis of information from both the KEGG pathway database and additional annotation from the literature. FC: fold change of CX over Sham operated animals; FDR: P-values for the interaction between strain and treatment effects after adjustment for multiple comparisons with an FDR transformation (see methods); FDR values < 0.1 are formatted in bold.

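Besides Ccnd1 and Cdkn1a, the p53 pathway genes Gadd45a, Gadd45g and Sesn1 had an interaction, all 3 of them induced by p53 or by DNA damage. Gadd45a, a growth arrest gene, rose after castration in both strains, 2.06-fold in C57.YA (log2 1.05, standard error 0.07, adjusted p = 5.02e-08 from limma, n = 4 mice per group) and 1.41-fold in C57BL/6J (adjusted p = 2.45e-04), with an interaction of -0.55 (standard error 0.10, adjusted p = 0.00744). Gadd45g, of the same family, rose 1.76-fold in C57BL/6J (log2 0.82, standard error 0.10, adjusted p = 8.64e-05) and had a log2 change of 0.10 in C57.YA (adjusted p = 0.567), with an interaction of 0.71 (standard error 0.15, adjusted p = 0.0185). Sesn1, an inhibitor of mTOR signaling, rose 1.33-fold in C57.YA (log2 0.41, standard error 0.09, adjusted p = 0.00313), with an interaction of -0.43 (adjusted p = 0.0842). Fas, a death receptor gene that p53 induces, fell by 0.37 in C57.YA (adjusted p = 0.0127), with an interaction of 0.59 (adjusted p = 0.0271). Of 12 measured p53 target genes, 1 rose and 1 fell in C57BL/6J (2 and 1 when adjusted over the list alone), and 3 rose and 2 fell in C57.YA. The list passed in camera in neither strain, and its lowest adjusted p over the 5 comparisons was 0.608. The interaction call of Sesn1 was lost without 10 of the 16 arrays taken singly (-0.45 to -0.36), and was kept without C57BL/6J sham replicate 1, C57BL/6J CX replicate 1 or 3, C57.YA sham replicate 1 or 4, or C57.YA CX replicate 1.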

Within the *p53 signaling pathway *(second in importance in terms of enrichment for interacting genes), *Ccnd1*, *Pten *and *Cdkn1a *may be of particular interest. Indeed, *Ccnd1 *encodes for cyclin D1 which is considered as one of the *few bona fide *AR-specific co-repressors, both in androgen-dependent and-independent environments [20-22]. Cyclin D1 (down-regulated in CX C57BL/6J vs. CX C57.Y^A^) can be silenced by Akt [23], and the latter may be more active in CX C57BL/6J because its inhibitor *Pten *is down-regulated vs. CX C57.Y^A^. 

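Between CX hearts, Ccnd1, the cyclin D1 gene, was 1.66-fold lower in C57BL/6J than in C57.YA (log2 -0.73, standard error 0.16, adjusted p = 0.00477 from limma, n = 4 mice per group). Ccnd1 fell after castration in C57BL/6J (log2 -0.48, standard error 0.16, adjusted p = 0.0812) and rose in C57.YA (0.44, adjusted p = 0.0661), with an interaction of -0.93 (standard error 0.22, adjusted p = 0.0412). Between sham hearts it differed by 0.19 (adjusted p = 0.567). On 2 other probes of Ccnd1 no call was made, with differences of -0.19 and -0.12 between CX hearts (adjusted p = 0.237 and 0.536) and interactions of -0.50 and -0.31 (adjusted p = 0.105 and 0.388). The call of Ccnd1 for surgery was lost in C57BL/6J without any of its sham arrays or CX replicate 1, 2 or 3 (-0.52 to -0.38), and in C57.YA without sham replicate 1 or 2 or CX replicate 1, 3 or 4 (0.29 to 0.47). With the mean signal of 4 atrial genes as a covariate, the difference of Ccnd1 between CX hearts was -0.05 and did not pass. Since this mean nearly coincides with the group of CX C57BL/6J hearts, it takes up much of that difference by construction.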

Cyclin D1 can also be silenced by the p21Waf1/Kip1 cyclin inhibitor protein (encoded by *Cdkn1a*) [24], the latter being upregulated in CX C57BL/6J vs. CX C57.Y^A^. 

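Between CX hearts, Cdkn1a, which encodes the p21 inhibitor of cyclin-dependent kinases, was 1.36-fold higher in C57BL/6J than in C57.YA (log2 0.44, standard error 0.18, adjusted p = 0.0984 from limma, n = 4 mice per group). The adjusted p lies just under the threshold of 0.1, and 2 other probes of Cdkn1a differed by -0.10 and 0.26 and did not pass (adjusted p = 0.729 and 0.317). The call was lost without C57BL/6J sham replicate 1, 3 or 4, without any of the 4 C57BL/6J CX arrays, without C57.YA sham replicate 2, and without C57.YA CX replicate 1, 2 or 4, with values of 0.34 to 0.48. It was also lost with background correction (0.56), without the detection filter, with an ordinary in place of a shrunken variance and with array weights (0.41). With the mean signal of 4 atrial genes as a covariate the difference was 0.12, but this covariate takes up much of any difference of CX C57BL/6J hearts by construction.

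**Figure D3:**
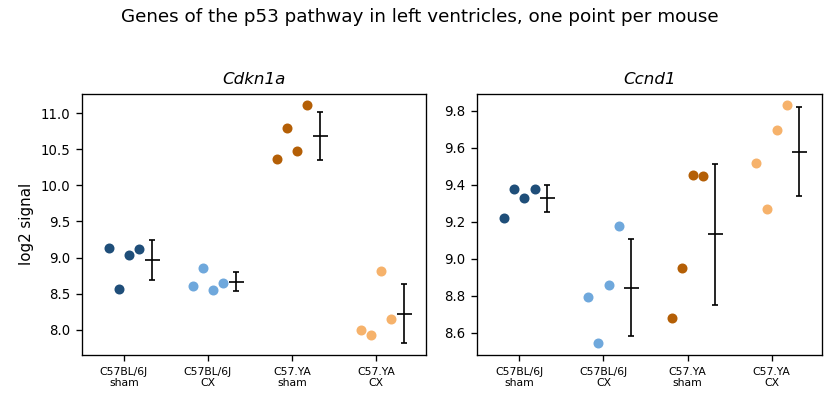
Log2 quantile-normalized signal of Cdkn1a and Ccnd1 (vertical axes) in the 4 groups (horizontal axes), with a point per mouse, filled where the probe was detected, and the group mean with its SD as a bar (n = 4). Between the CX groups the mean of Cdkn1a differs by 0.44 and that of Ccnd1 by -0.73, C57BL/6J minus C57.YA.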

Finally, an active Akt pathway may stimulate the androgen pathway in part via phosphorylation of the androgen receptor [25]. If all these strain-dependent differences in gene expression in CX animals translate into changes at the protein level, the balance between co-repressors and co-activators would tip towards the latter in CX male C57BL/6J mice (Figure 7). Of note, some degree of constitutive activation of the AR in CX male C57BL/6J might explain why fewer genes respond to post-pubertal T in this strain than in C57.Y^A ^mice, and why there are fewer differences in gene expression in intact C57BL6/J and C57.Y^A ^than in their CX counterparts. Likewise, increased sensitivity of the AR might explain why plasma testosterone is lower in intact C67BL6/J than in C57.Y^A ^mice, as measured by ourselves (data not shown) and in agreement with a previous report [13].

**Figure 7:**
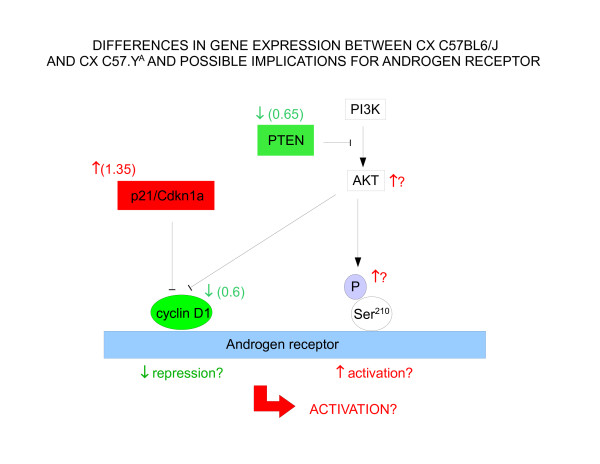
**Diagram summarizing differences in expression of interaction genes enriched within the KEGG p53 signaling pathway, and possible interactions of corresponding proteins with the androgen receptor**. Boxes are in red or green when gene expression is increased or decreased in CX male C57BL/6J mice, respectively. Lines terminating with an arrowhead indicate positive regulation, those terminating with a bar indicate negative regulation. The values represent the ratio of mRNA abundance in CX male C57BL/6J vs C57.Y^A ^hearts.

Expression of *Cdkn1a *is increased ~5-fold in the hearts of intact vs. CX C57.Y^A ^(see Additional file 1), which is in keeping with previous reports showing that this gene is an important target of activated androgen receptors [26]. However, there was also striking strain-selectivity in the response, as there are no changes in expression between intact and CX C57BL/6J mice. 

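Castration lowered Cdkn1a 5.52-fold in C57.YA hearts (log2 -2.46, standard error 0.18, adjusted p = 1.02e-07 from limma, n = 4 mice per group). On 2 other probes Cdkn1a fell less there, 2.8-fold and 4.085-fold (adjusted p = 5.18e-06 and 3.69e-07). Their interactions were 1.219 and 1.875, against 2.162 on the first probe. In C57BL/6J hearts the log2 change of Cdkn1a on the first probe was -0.30, or 1.23-fold (standard error 0.18, adjusted p = 0.372). Between sham hearts it was lower in C57BL/6J by a log2 difference of -1.72 (standard error 0.18, adjusted p = 1.09e-05). The calls in C57.YA and between sham hearts were kept without any single array. In sham C57BL/6J hearts the signal was 8.56 in replicate 2 and 9.04 to 9.14 in the others.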

Interestingly, *Cdkn1a *(which encodes for a well-known regulator of cell growth) has been shown to escape from androgen-dependence in some types of prostate cancers, and this phenomenon has been implicated as one of the possible factors leading to an increase in the growth properties of these cells [27-29]. Although cardiac cells are post-mitotic, p21 may act on these cells as a negative regulator of hypertrophy [24,30]. The lack of response of *Cdkn1a *to post-pubertal testosterone in C57BL/6J might thus provide an explanation for why pubertal androgens increase the size of cardiomyocytes in this strain, but not in C57.Y^A^.

Thirteen genes have been reported on the male-specific portion of mouse chrY. The short arm of mouse chrY (Yp, ~2.5 Mb) contains the best characterized sequences to date, i.e. *Sry *and the 9 following genes: *Ube1y1, Zfy1, Zfy2, Jarid1d, Eif2s3y, Uty, Ddx3y, Usp9y and Rbmy1a1 *[31]. Three other genes, i.e. *Ssty1, Ssty2 and Sly*, are present on the long arm (Yq) in multiple copies [32,33]. Out of these 13 genes, we found only 5 of them to be expressed in hearts, i.e. *Ddx3y, Uty, Eif2s3y, Jarid1d *and *Sly *(data not shown). These genes appear to be expressed in a ubiquitous fashion, as we have detected by RT-PCR corresponding amplification products in many other non-cardiac tissues (listed below in the Methods section; data not shown). 

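The arrays held 16 probes of 15 genes named on chrY, and 4 of these genes were detected. Besides Eif2s3y, a translation initiation factor gene, Kdm5d, a histone demethylase gene, and Uty, a demethylase homologue, were detected on all 16 arrays, at mean log2 signals of 8.13 and 8.03. Gm20747 was detected on 12 arrays at a mean of 7.05. Kdm5d, Uty and Gm20747 passed in none of the comparisons (limma, adjusted p under 0.1, n = 4 mice per group). Kdm5d had differences by strain of 0.12 among sham (unadjusted p = 0.179) and -0.02 among CX hearts (unadjusted p = 0.786) and an interaction of -0.15 (standard error 0.13, unadjusted p = 0.252). Uty had differences of 0.01 and -0.04 and an interaction of -0.05 (standard error 0.11). The C57.YA mice carry the chrY of another strain, so a probe of Kdm5d, Uty or Gm20747 can differ from their transcript in sequence, and the arrays cannot tell this from a difference in level.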

The first four of these genes were present on the Illumina MouseRef-8 v2.0 BeadChip, whose analysis revealed possibly significant differences among experimental groups. For *Ddx3y*, the effect of strain was significant (P < 0.05), but not that of surgery nor the interaction between the two. 

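Eif2s3y, a translation initiation factor gene on chrY, was detected on all 16 arrays, with group means of 11.56 and 11.35 in sham and CX C57BL/6J hearts and 11.45 and 11.64 in sham and CX C57.YA hearts. Its change by castration differed between the strains by -0.41 on the log2 scale (standard error 0.13, unadjusted p = 0.00499 from limma, adjusted p = 0.128, n = 4 mice per group). Averaged over the other factor, the p was 0.183 for strain and 0.814 for surgery, unadjusted, from the same fit. Between CX hearts it was lower in C57BL/6J by -0.29 (standard error 0.09, adjusted p = 0.0348), a call lost without C57BL/6J CX replicate 2 (-0.25) and with median scaling (-0.19). The unadjusted p of the interaction was 0.0136 without C57BL/6J sham replicate 3, 0.0127 or 0.0123 without C57BL/6J CX replicate 2 or 3, 0.0135 without C57.YA sham replicate 2 and 0.0100 without C57.YA CX replicate 4, all above 0.01. It was 0.0427 with median scaling and 0.428 with the mean signal of 4 atrial genes as a covariate. The latter is high in CX C57BL/6J hearts alone and so takes up much of the interaction by construction.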

For *Eif2s3y*, the interaction (but not strain or surgery) was significant (P < 0.01). However, quantification of the level of expression of *Ddx3y *and *Eif2s3y *in the same samples by quantitative RT-PCR did not reveal any significant effect of strain or surgery in hearts from adult mice (Figure 8). We also measured by quantitative RT-PCR the level of expression of all 5 genes in hearts of C57BL.6J and C57.Y^A ^mice at different times during development. At the time of birth (but at no other tested time), both *Ddx3y *and *Eif2s3y *showed lower levels of expression in hearts from C57BL/6J male mice compared to their C57.Y^A ^counterparts (Figure 9). However, no polymorphism was found between the 2 strains for the regions including ~1 kb of upstream promoter and each exon (including 30 bp of intron flanking sequences as well as ~1 kb of the 3'-untranslated region). It therefore remains to be determined whether the perinatal differences in expression of these two chrY genes may relate to differences in the effects of post-pubertal testosterone during adult life, and if so, by which mechanism. Likewise, which polymorphisms on chrY may be responsible for such differences needs additional sequencing.

**Figure 8:**
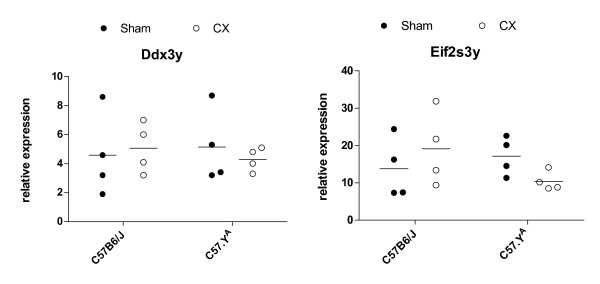
**Real-time RT-PCR quantifications of the abundance of mRNA transcripts of Ddx3 and Eif2s3y in the hearts of adult male C57BL/6J and C57.YA (either intact sham-operated of castrated)**. The figures represent values obtained with samples from individual animals, scattered around the mean of the group.

**Figure 9:**
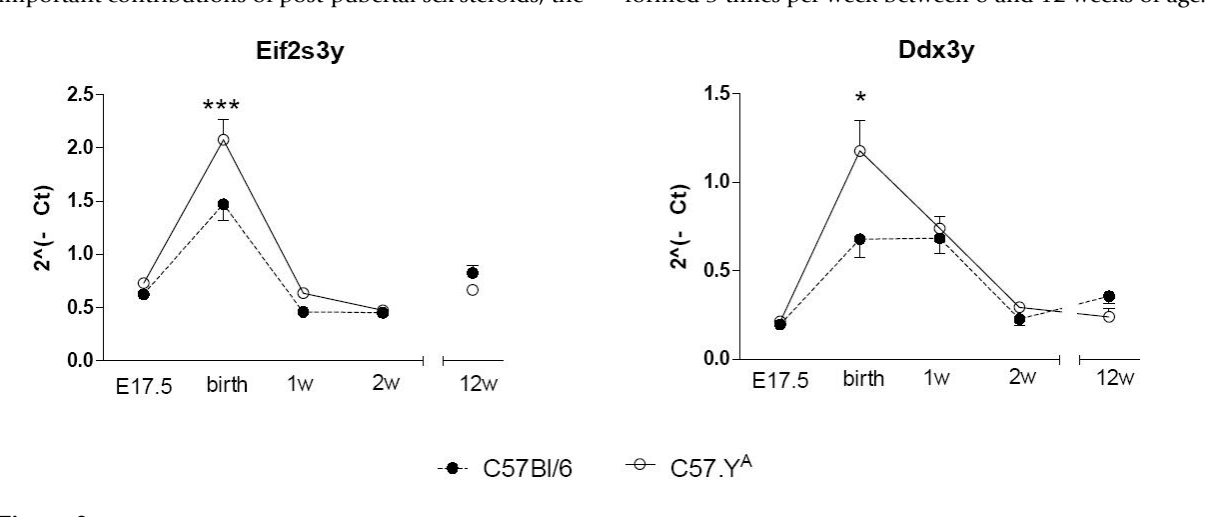
**Real-time RT-PCR quantifications of the abundance of mRNA transcripts of Ddx3 and Eif2s3y in the hearts of intact male C57BL/6J and C57.Y^A ^taken at different times during development**. The points represent means ± SD (n = 5).

## Conclusion

The increased size of cardiomyocytes from adult male C57BL/6J mice compared to C57BL/6J-chrY^A ^resulted from the absence of hypertrophic effects of post-pubertal testosterone on cells from the latter strain. However, gene profiling revealed that the lack or hypertrophic effects could not be explained on the basis of an insensitivity of cells from C57BL/6J-chrY^A ^to androgens, because post-pubertal testosterone affected the expression of more genes in hearts from in C57BL/6J-chrY^A ^than in that from C57BL/6J. Moreover, several cardiac genes responded to post-pubertal testosterone in a strict strain-selective manner. These findings provide possible mechanisms explaining how chrY may, in part via interference with androgen regulatory events, be linked to morphologic differences of cardiac cells of adult male mice. Of note, there are well-known differences in the manifestations of cardiovascular diseases between men and women [34,35]. Despite the important contributions of post-pubertal sex steroids, the latter do not account for all differences, and there is now evidence that genes present on sex chromosomes also play important roles as well [36]. In light of the current data, it becomes worth testing further to which extent: 1) chrY related associations can be explained in terms of modulation of the effects of androgens, and 2) chrY may participate to male/female differences in cardiovascular diseases.

## Methods

### Experimental animals

All procedures on animals were approved by the Institut de Recherches Cliniques de Montréal (IRCM) Institutional Animal Care Committee and conducted according to guidelines issued by the Canadian Council on Animal Care. All mice were obtained from The Jackson Laboratory (Bar Harbor, ME). In addition to the parental A/J and C57BL/6J strains, we used their respective chromosome-substitution strains (also known as consomic strains) A/J-chrY^C57BL/6J^/NaJ and C57BL/6J-chrY^A/J^/NaJ strains (previously simply identified as A.Y^C57 ^and C57.Y^A^). The latter corresponded to either A/J or C57BL/6J male mice whose chrY has been switched by inbreeding for that of the other strain [37]. To evaluate the effect of post-pubertal testosterone, all animals were operated between 3 and 4 weeks of age, with castration being performed in some mice to prevent the rise of testosterone that normally occurs at puberty, and sham-operated mice being used as controls. To evaluate the effects of testosterone replacement, all animals were castrated between 3 and 4 weeks of age, and subcutaneous injections of either vehicle (i.e. vegetable oil) or testosterone cypionate (0.5 and 2 mg/kg) were performed 3 times per week between 8 and 12 weeks of age.

### Isolation of CMs and videomicroscopy

CMs were isolated from 12 week-old mouse hearts mounted for cardiac retrograde aortic perfusion as performed previously [11,38,39]. After fixing, the profiles of isolated CMs were visualized by autofluorescence (excitation 540 nm, emission 620 nm) and their image captured with a Retiga EXi monochrome camera (Qimaging, Surrey, BC, Canada). The area, length, width and width/length ratio of ~100 CMs per heart were measured using the public domain Java image processing program ImageJ [40], as described previously [11].

### Microarray experiments

Total RNA was extracted, using the *RNeasy minikit *(Qiagen Canada, Mississauga, ON), from cardiac left ventricles obtained from 12 week-old male C57BL/6J or C57.Y^A ^that had undergone either castration or sham surgery between 3 and 4 weeks of age. All animals were killed between 9:00 and 10:00 AM. Four animals were used for each group, thus providing a total of 16 individual samples. Biotinylated probes were prepared from 50 ng of total RNA, using the Ambion Illumina TotalPrep RNA Amplification kit (Applied Biosystems, Streetsville, ON). The probes were hybridized to two Illumina MouseRef-8 v2.0 BeadChips that carry 8 microarrays each, containing 25,697 probes covering 19,728 non-redundant, well-annotated RefSeq sequences covered by either one single probe (79.3%), 2 probes (15%) or 3 or more probes (5.7%). Raw data (probe unnormalized intensity values) were obtained using the BeadStudio software (Illumina, San Diego, CA) and imported into the R 2.7.0 (UNIX) language/environment for normalization and analysis. Quantile normalization was performed using functions provided by the Affy package, as described [41]. Raw and normalized data have been deposited into the Gene Expression Omnibus (GEO) public depository (submission GSE15354), in accordance with MIAME standards.

To decrease the number of multiple comparisons across genes, undetected genes were eliminated from the dataset using Present/Absent calls, as recommended [42]. Detection probability was estimated with the BeadStudio application by using the distribution of intensity values of negative probes. Transcripts were called as present when probability of detection was equal or higher than 0.96. Probes having a "present" call in at least 50% of samples belonging from any strain and/or surgery group were selected for further analyses. A linear model including genotype (strain) and treatment (castration) was fitted to normalized data: *y*_*ij *_= *μ *+ *G*_*i *_+ *T*_*j *_+ *I(GxL)*_*ij *_+ *e*_*ijk*_, where *y*_*ij *_is the normalized-transformed gene expression, *μ *is the population mean, *G*_*i *_is the effect of i^th ^genotype, *T*_*j *_is the effect of j^th ^castration treatment, *I(GxT)*_*ij *_is the effect of genotype by treatment interaction, and *e*_*ijk *_is the residual effect. The significance of effects from strain, surgery and their interaction was tested by appropriate contrasts in a *F-test *between groups in a factorial ANOVA design. The F-tests were calculated with the James-Stein shrinkage estimate using information from neighboring probes [43]. P-values were calculated by performing 1000 permutation of samples to break their association to expression values, then corrected for multiple comparisons by adaptive false-discovery rate (FDR) transformation [44], using a 10% FDR cutoff. All computations were done with the R/Maanova package v. 1.10.0 [45].

The set of probes with significant interaction effects, i.e. the "Interaction Genes set" was tested for enrichment of any KEGG pathway in the KEGG database . Enrichment for KEGG pathways was tested by comparing the number of genes in a pathway to what would be expected by chance if the Interacting Genes set was a random sample from the list of genes present in samples. Using a hypergeometric function, this probability is calculated, which is equivalent to a Fisher's Exact Test. Genes with multiple probes in the microarrays were selected if at least one probe presented an FDR < 0.1 for the interaction term. Genes with multiple probes were counted only once in this analysis. Pathways with a p-value ≤ 0.05 were selected. Computations were performed with the *GOstats *package for R [46].

### PCR and RT-PCR amplification of total RNA

To verify which chrY genes were expressed in the heart and/or other tissues, total RNA was extracted from several tissues of adult C57BL/6J mice using the *RNeasy minikit *(Qiagen Canada, Mississauga, ON). The tissues were the left cardiac ventricles, quadriceps muscle, small and large intestine, brain, thymus, lungs, kidneys, pancreas, adrenal glands, testes, peritoneal fat and bladder. Complementary DNA was then synthesized (using 2 *μ*g of total RNA from each tissue) using *Superscript II reverse transcriptase *(Invitrogen Canada, Burlington, ON), and 100 ng of cDNA from each sample was then PCR amplified. Each primer pairs was designed to overlap at least one exon (with the exception of Sry, which is comprised of a single exon). Amplification products were visualized by UV illumination of products electrophoresed in an agarose gel containing ethidium bromide. Primers used for amplification of chrY of cDNA reverse-transcribed from chrY gene mRNA transcripts are summarized in Additional file 3.

Quantitative RT-PCR was performed to: 1) compare the abundance of chrY transcripts in hearts from C57BL/6J and C57.YA male mice; and 2) to validate results obtained by microarray experiments. For each primer pair, amplification was performed using reagents from the PCR QuantiTect SYBR Green kit (Qiagen) and the Mx3005P thermocycler (Stratagene, La Jolla, CA). After 40 rounds of amplification, the specificity of each primer pair was verified by increasing the temperature from 55°C to 95°C to construct melting curves. Values were expressed by calculating the 2^(-ΔCt) ^value, where the threshold cycle C_t _represents the fractional cycle number at which the fluorescence passes a fixed threshold, and ΔC_t _represents the differences between the C_t _of the gene of interest and that of the housekeeping gene *Rps16*, coding for ribosomal protein S16 sub-unit. Each value represented the average of 3 replicate measurements.

### Genomic sequencing

Genomic DNA was extracted from hearts of adult C57BL/6J and C57.Y^A ^using the *DNeasy blood & tissue *commercial kit (Qiagen Canada, Mississauga, ON). Primers were designed to amplify ~1 kb of upstream promoter, each exon (including 30 bp of intron flanking sequences as well as ~1 kb of the 3'-unstranslated region) of the *Ddx3y *and *Eif2s3y *genes. Amplicons were then sequenced at the McGill Genome Discovery Centre.

## Abbreviations

chrY: chromosome Y; ChrY^C57^: chrY from the C57BL/6J mouse strain; ChrY^A ^: chrY from the A/J mouse strain; CM: cardiomyocyte; CX: castration; FDR: false discovery rate; KEGG: Kyoto Encyclopedia of Genes and Genomes.

## Authors' contributions

BL and RAV contributed equally to the manuscript. All authors were involved in the interpretation of the data and the writing of the manuscript. BL performed all experimental manipulations on animals, the isolation of cardiomyocytes and measurement of their size, extracted RNA from hearts or other tissues, and performed all RT-PCR experiments. RAV and GAC performed the statistical design and analysis of the microarray experiments. CFD was responsible for the overall design, conception and conduct of the study, and coordinated the writing of the manuscript.

## Supplementary Material

Additional file 1 **List of 249 interaction genes**. List of 249 interaction genes (with significant interaction between the effects of strain and surgery). Fold change (FC) was calculated as the ratio of mean expression of either: 1) C57BL/6J over C57.Y^A ^mice (Strain); or 2) Castrated over sham-operated (Treatment) mice. Ratios below 1 are expressed as the negative of the inverse ratio (e.g. a ratio of 0.75 is equivalent to a -1.3 FC). FC equal or higher than 1.5 are formatted **in bold**. For genes represented by multiple probes in the microarray, only the probe with the lowest p-value for the interaction term is included. P-values for the interaction between strain and treatment effects are adjusted for multiple comparisons with an FDR transformation (see methods). Click here for file

Additional file 2 **Differential expression of genes in selected KEGG pathways**. Differential expression of genes in selected KEGG pathways. Fold change (FC) was calculated as the ratio of mean expression in CX vs. sham-operated group. Ratios below 1 are expressed as the negative of the inverse ratio (e.g. a ratio of 0.75 is equivalent to a -1.3 FC). P-values for the interaction between strain and treatment effects are adjusted for multiple comparisons with an FDR transformation (see methods). P-values less than 0.1 are **in bold**. For genes represented by multiple probes in the microarray, only the probe with the lowest p-value for the interaction term is included. Genes are sorted by p-values within pathways. Click here for file

Additional file 3 **Primers used for RT-PCR amplification of chr Y mRNA transcripts**. Primers used for RT-PCR amplification of chr Y mRNA transcripts. Click here for file

# Supplementary material for: Chromosome Y variants from different inbred mouse strains are linked to differences in the morphologic and molecular responses of cardiac cells to postpubertal testosterone
**Source:** BMC Genomics. 2009 Apr 7;10:150. doi: 10.1186/1471-2164-10-150
**Supplement:** Additional file 3 — Primers used for RT-PCR amplification of chr Y mRNA transcripts. Primers used for RT-PCR amplification of chr Y mRNA transcripts.

| **Gene** | **RefSeq Accession** | **Sense (5’ → 3’)** | **Antisense (5’ → 3’)** | **size (bp)** |
| --- | --- | --- | --- | --- |
| ***Ddx3y*** | BC021453 | gtgccttcttggttggaaag | aatccagcatttgcagaacc | 137 |
| ***Eif2s3y*** | BC043656 | aggaggcagagttagtgcag | cttcttatctggccccaacc | 144 |
| ***Jarid1d*** | AF127244 | tcccaatctagagcgcattc | gaaccaccttttgcctcctc | 116 |
| ***Rbmy1a1*** | NM_011253 | agccaggagaccatcatcac | tgcaaagtgtctcccagaag | 202 |
| ***Sly*** | BC049626 | cgaacgaacgagagaggaag | tccccaagttcatcaaaacc | 234 |
| ***Sry*** | NM_011564 | ttatggtgtggtcccgtggt | ggccttttttcggcttctgt | 124 |
| ***Ssty1*** | X05260 | gtggtctgtgaaaggcaagc | ccagcctcaggattatttgg | 200 |
| ***Ssty2*** | AK006494 | tggtgcctggtctctatcag | cgtttacgccagacacaatg | 205 |
| ***Ube1y1*** | AF150963 | tgtccaagaaacgcaaagtg | acactggaagcctggagatg | 206 |
| ***Usp9y*** | NM_148943 | ggaatggcttggagatgaac | tcttggtcatcagggtcctc | 192 |
| ***Uty*** | AF057367 | atggagaagggcatgagaac | agttggtggtcttggaggtg | 203 |
| ***Zfy1/2*** | X14382 | aggtgttctgggttttcagg | tgcatcagctcctattccatc | 201 |

**Additional file 3:
Primers used for RT-PCR amplification of chr Y mRNA transcripts**

**Supplementary Table S2:
primers used for amplification of *Ddx3y* genomic fragments.**

| **Séquence** | **Sens (5’ → 3’)** | **Antisens (5’ → 3’)** | **Taille (pb)** |
| --- | --- | --- | --- |
| **Prom** | gcaagaaactctttaggggatg | tcagtttaattatccggcttcc | 649 |
| **Prom + ex1** | cctaaatgagtgggctgaaac | tggccaagttaaaacaaagg | 690 |
| **Ex2** | ggtatccagcgtggtttttg | tttcagctcagggtggtttc | 273 |
| **Ex3** | ttaggccttcattcccactg | caaagacttcctgaagggatg | 607 |
| **Ex4** | catttgtagctccctttttgg | cactggatagccattgttgg | 613 |
| **Ex5** | ccatcacaggagaacagtgg | gacccagatgccttaagaagc | 602 |
| **Ex6** | agggtcagaaggatggcttag | tcccctcacaagttgtcctc | 548 |
| **Ex7** | ctcaggtccaatgcaaaagc | ggggaacaaaagagttgctg | 579 |
| **Ex8** | ccttttgagaccttgcttcac | aagccagaaagtaccctggag | 534 |
| **Ex9 & 10** | gggtactttctggcttttgc | tgggaaggataagggtggac | 662 |
| **Ex11 & 12** | cccttatccttcccatttctg | cagacagagacacacacaaaacc | 742 |
| **Ex13 & 14** | agtcagccttgcaaatcctc | tttgaggtcccaagatccag | 578 |
| **Ex15 & 16** | ttctaggccccatggtctac | ccaccaaatcctctgttgtg | 625 |
| **Ex16 & 17** | gcagattcagtggaggatttg | ggtacaaccaagcaggaagtg | 638 |
| **3’UTR1** | ttcatgagagctcaaagtcacaa | aaagcctgctgctgcataat | 791 |
| **3’UTR2** | tatgcagcagcaggctttac | cgtgtgccaccacttcag | 693 |
| **3’UTR3** | tgtgtcaagaacttggttcaga | ttccaattgcctttcattttg | 560 |

Prom : promotor; Ex : exon; 3’UTR : 3’-untranslated region. For fragments where 2 exons are mentioned, the corresponding intron was also amplified.

**Supplementary Table S3:
primers used for amplification of *Eif2s3y* genomic fragments.**

| **Séquence** | **Sens (5’ → 3’)** | **Antisens (5’ → 3’)** | **Taille (pb)** |
| --- | --- | --- | --- |
| **Prom** | ctcgccagtttttggatttg | cagctacttgccatggacttc | 476 |
| **Prom + ex1** | ttgggatggaggttaggatg | cagtcggtatcaccggtctc | 499 |
| **Ex2** | tttctcgaccgctaaaatcc | acacccaagtctcgaggatg | 501 |
| **Ex3 & 4** | agtgtctcaggctcacagagg | ggctactaagcaactgtcacatc | 728 |
| **Ex5** | gatcatcccctttccacctc | aaccaagttcaatgcttctgg | 486 |
| **Ex6** | tcttgggtcttggtttcacc | caccataaattctgtgtttggatg | 457 |
| **Ex7** | gtcagtgcactcaaccctca | gtggtgcatgcctttaatcc | 502 |
| **Ex8** | gctggcctcaaactctgaaa | ccagagagatccaacttctggta | 510 |
| **Ex9** | gcttgtgcaccaataccatc | tggacaaatagccctttgaatac | 531 |
| **Ex10** | tctacaggggaccaaatgag | agagcaccgactgttcttcc | 524 |
| **Ex11** | cgtggatccatacaccagac | ccagattgcaaagtgaagacc | 587 |
| **Ex12** | ccttcttctggcctctaccg | tgaggcaaaattgaatccag | 663 |

Prom : promotor; Ex : exon; 3’UTR : 3’-untranslated region. For fragments where 2 exons are mentioned, the corresponding intron was also amplified.

How the deposited data were processed for this re-analysis (not part of the article)

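RNA of the left ventricles of 16 male mice was hybridized to Illumina MouseRef-8 v2.0 BeadChips, with 1 mouse per array and 4 mice in each group: sham C57BL/6J, CX C57BL/6J, sham C57.YA and CX C57.YA. The authors deposited the intensity of each probe on each array, the average bead signal from BeadStudio, without normalization and with no background subtraction evident, as every signal lies between 38.984 and 67559. Beside each intensity, the authors deposited the detection p-value, which compares the probe with the negative controls of its array. The authors also deposited log2 values after quantile normalization in R with the affy package, for which every array has the same distribution with a median of 6.807. The probe names of this log2 table do not pair with those of the intensities, so it was paired by its values and used only as an alternative. The other 32 columns of values per sample, which hold bead statistics, were not used here. The number of arrays and the signal over background limit the precision of every value.

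Intensities were put on the log2 scale and quantile-normalized over the 16 arrays without background subtraction. A probe was tested if its detection p was at most 0.04, the detection probability of 0.96 in the methods of the paper, on at least 2 of the 4 arrays of at least 1 group. This left 12764 of 25697 probes. Of all probes, 23978 are in the annotation table, 23962 were matched to a current gene symbol by their Entrez number, 18 took the name that Additional file 1 gives, and 1701 stayed without a name. No probe was named for several genes. The tested probes included 12059 with a name. Where a probe was not detected on any array of a group, a fold change against that group is given as a lower bound. Where some arrays of a group detected it, the fold rests on the signals as measured. Besides those given with their genes, these were Ciart (3 of 4 sham C57.YA arrays), Fkbp5 (2 of 4 CX C57.YA), Atf3 and Prc1 (1 of 4 sham C57BL/6J), S100a9 (1 of 4 CX C57BL/6J), and Dctn1 and the first probe of Prpf8 (3 of 4 CX C57BL/6J).

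One model with a mean per group was fitted over all 16 arrays with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with statmod 1.5.0 installed beside it. The contrasts were surgery within each strain, strain within each surgery group, both averaged over the other factor, and their interaction. The p of each contrast was adjusted by the Benjamini-Hochberg method over the tested probes, and an adjusted p under 0.1 counted as a call, the false discovery rate of the paper. The methods of the paper state a shrunken variance, permutations of samples and an adaptive false discovery rate, which were run as an alternative with 100 permutations. Post-hoc contrasts of interaction genes were adjusted over the interaction probes alone. Pathways were tested with a one-sided Fisher's exact test against the detected genes, with the members listed in Additional file 2. The fits were tested on simulated data, in which 200 of the probes were given a known change in CX C57.YA arrays.

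The samples, comparisons, alternatives, gene lists and the rule for the genes named were fixed before the data were examined, whereas values in the tables of the paper had been seen. The named genes are the 10 with the largest positive and the 10 with the largest negative log2 fold change among the called probes of each of 5 comparisons, without overlap between the 2 groups where the comparison has 2, every gene that the paper names, and members of the fixed gene lists. For a gene of Additional file 1 its probe in that file was used, and otherwise the detected probe with the highest mean signal. There were 31 gene lists, of cell types, of heart and clock genes and of responses to hormones and stress, tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, adjusted over the lists within a comparison. The camera test asks whether the genes of a list shifted up or down relative to other genes. The fry test asks whether they move one way on balance, without regard to other genes. A list whose members move both ways can therefore fail both tests although its members changed. The circadian list is that of Table 3, which the study took from KEGG and from interaction genes described as circadian in the literature, and 6 atrial genes come from Additional file 1, selected by the study on these arrays.

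Each result was computed again with neqc background correction at an offset of 16, the authors' log2 table, median scaling, no detection filter, a detection p of at most 0.01 on all 4 arrays of a group, an ordinary variance, the shrunken F-test with permutations and adaptive false discovery rate, the adaptive rate on the limma p, an adjusted p under 0.05, array weights, the replicate number as a block, the mean signal of Myl4, Myl7, Sln and Mybphl as a covariate, the 8 arrays of a comparison alone, and each array left out in turn. The paper states that 2 BeadChips with 8 arrays each were used. A block for the BeadChip was not run, as no chip is named for an array. Fits without C57.YA sham replicates 1 and 2 or 3 and 4, and post-hoc contrasts adjusted over all tested probes, were added after the data were seen. The calls of named genes were compared over the fits that leave out an array. Some genes that the rule for named genes covers are not reported here. The effect of Ddx3y is not analysed here.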

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

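Of the tests below, the 3 on the strain differences among CX hearts and the shuffling of residuals were chosen only after the result was seen, and the reading of the test on atrial tissue and the genes counted in the test on clock phase were changed after their values were seen.

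The circadian genes of Table 3 drew attention because castration changed them differently in the 2 strains, with a median interaction of -0.57 over the 14 genes on the log2 scale (-0.46 with undetected signals raised to the lowest detected one; Arntl 2.26, Dbp -1.62, Per2 -1.40, Tef -1.08, and Ciart outside the table -1.73). A different clock phase of the sham C57.YA mice at death would also change clock genes outside Table 3 between sham hearts. Of the 5 genes named for this test, Npas2 and Hlf were not measured, and Nfil3, Usp2 and Ciart are in Additional file 1, which the study chose on these arrays by the interaction itself, so that 0 were left to count. The values of these 3 therefore decide nothing (sham hearts: Nfil3 -0.52, adjusted p = 0.00943; Usp2 0.31, adjusted p = 0.170; Ciart 2.24, adjusted p = 7.96e-07; CX hearts: Usp2 -0.54, adjusted p = 0.00434; Ciart 0.51, adjusted p = 0.0695). Such a phase, through the hour of death, which the paper gives as the same morning hour for all mice, and an action of the Y chromosome on the clock cannot be told apart, as no other hour was sampled.

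The 6 atrial genes drew attention because castration raised all 6 in C57BL/6J and 1 in C57.YA, with a median interaction of 2.22 as measured (Myl7 3.37, Myl4 3.03, Sln 2.63, Mybphl 1.82, Hamp 1.49), where the true size is left open for Myl7, Sln, Mybphl and Hamp, as their sham signals were not above background (median 2.21 with those raised to the lowest detected signal, no bound). A difference in 1 or 2 mice is argued against for Myl4, Myl7, Sln and Mybphl, as all 4 CX C57BL/6J arrays lay above the 12 other arrays in their mean. The study chose these genes on the same arrays by the interaction, which favors a rise on all 4. The size of the rise varied, as the mean had an SD of 0.84 in CX C57BL/6J hearts. Atrial tissue in some dissected ventricles was tested on 8 other atrial genes, whose median change was -0.06 (-0.33 to 0.42), below the bound of 0.2 that had been set against this explanation. That bound, which was met, was judged wrong after the result was seen. No atrial sample shows how far these 8 genes would rise, and in C57BL/6J they went both ways (Kcna5 0.42 and Nppa -0.33 both passed). Nppa also fell in C57.YA and was higher in C57BL/6J among CX hearts, so its fall was not particular to C57BL/6J. In sham hearts 5 of the 8 lay below Myl4, which rose by 3.115. Signals of different probes do not compare in level, however, so whether the sham level of these 8 genes hides a rise stays open. Atrial tissue in the samples and expression of these 6 genes in ventricular muscle therefore cannot be told apart, and the effect of castration on the latter was not tested in another way.

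The interaction, with 368 probes, goes with more strain differences among CX hearts (2992) than among sham hearts (548). A strain difference carried by every C57.YA heart is argued against: on an axis through the strain differences of CX hearts, 2 of the 4 sham C57.YA arrays (0.061 and 0.074) lay within the range of the 8 C57BL/6J arrays (0.033 to 0.247), and the other 2 (-0.146 and -0.155) lay nearer to the CX C57.YA arrays (-0.200 to -0.172). Swapped surgery labels are argued against, as all 4 sham C57.YA arrays lay above the 8 CX arrays in the genes lowered by castration in C57BL/6J. All 4 also lay above the 8 C57BL/6J arrays in Arntl. Among genes lower in C57BL/6J sham hearts, Arntl had the largest difference on these arrays, so it is no separate test of the strain labels. The values are consistent with a difference that acts on single probes, as 76.01% of other probes of the same gene had the direction of a probe called among CX hearts, against 89.25% for castration in C57.YA, at a log2 size of 0.25 to 0.5 that was chosen after these shares were seen (77.2% and 89.0% at any size). An effect of the Y chromosome and of the handling of arrays both stay open, and no labels of BeadChips were used here. The paper states 2 BeadChips, and whether the split of the sham C57.YA arrays follows them cannot be told.

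Chance can be excluded, in that fewer than 1 in 20 groupings gave as many, for the number of probes in each comparison at adjusted p < 0.1 except the interaction. The real grouping of 8 arrays was the only 1 of 35 with as many probes for castration in C57BL/6J (1124, highest of the others 7), castration in C57.YA (2510 and 1), strain among sham hearts (548 and 4) and strain among CX hearts (2992 and 4). Of 100 labelings, the real one alone gave as many for castration averaged over strains (2960, highest of the others 1642, surgery shuffled within each strain) and strain averaged over surgery (3239 and 1, strain shuffled within each surgery group). For the interaction, it alone did so with all labels shuffled (368 and 2), but the changes by surgery and strain then widen the spread of the shuffled fits and lower their counts. With these changes kept and the residuals of a fit without the interaction shuffled instead, 2 of 100 gave as many, the real one included (368, highest of the others 399). The real labeling alone also gave as large an excess of probes changed by castration in C57.YA (1386 and 783, strain shuffled) and of probes differing by strain among CX hearts (2444 and 2290, surgery shuffled), where the shuffled counts are lowered in the same way. With the residuals shuffled, 3 of 100 gave as large an excess for C57.YA (highest of the others 2125) and 5 of 100 for CX hearts (3716), the real one included. So few draws cannot tell 3 from 5 of 100. Shuffled residuals also take the spread as equal in all groups. On the axis above, the SD was 0.126 in sham C57.YA and 0.019 in sham C57BL/6J hearts. Chance is therefore not excluded for either excess, nor by this shuffling for the interaction. The excess for C57.YA was 109 without C57.YA sham replicates 1 and 2, chosen after seeing the data.

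Further genes with an interaction, each larger than log2 1 in size, were Spon2 (2.33), Cdkn1a (2.16), Pdk4 (1.73), Slc41a3 (1.38), Chac1 (-1.22), Fbxo32 (-1.15), Ccl8 (-1.15), Hdlbp (-1.10), Mid1ip1 (-1.09) and Clec2d (-1.09). Outside the genes the paper discusses, lists that fell after castration in C57BL/6J in camera with the preset and the estimated correlation were those of hypertrophy (median log2 change -0.33), adipocytes (-0.23) and neutrophils (-0.99), but only 3 of 11 adipocyte and 3 of 8 neutrophil genes were measured, so these do not speak for a cell type. Single arrays lay far from the 3 others of their group in 7 of 160 groups, and chance gives about 1 in 20. These were, as log2 signal, C57.YA CX replicate 3 in Dbp (13.62, others 13.87 to 13.9), C57.YA sham replicate 2 in Nr1d1 (9.575, others 9.824 to 9.863), C57BL/6J sham replicate 2 in Cdkn1a (8.561, others 9.041 to 9.135), C57BL/6J sham replicate 3 in Ccl8 (6.868, others 7.242 to 7.304), C57.YA CX replicate 1 in Cldn5 (9.964, others 10.21 to 10.23) and in the mean of 4 atrial genes (7.647, others 7.088 to 7.16), and C57.YA sham replicate 3 in Vcam1 (9.364, others 9.056 to 9.088). The genes and array measures searched in this way, and the demand that a list pass with both correlations, were chosen after values had been seen.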

How the results depend on the processing

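The alternatives that leave out C57.YA sham replicates 1 and 2 or 3 and 4, and those that adjust the post-hoc contrasts over all detected probes, were chosen only after the result was seen, and the cause was not tested for any change below unless a construction is named. The authors' value table, the stricter detection filter, the James-Stein F test, the adaptive FDR and the replicate block moved none of the counts of probes or genes by more than 1.5 times (replicate block: 1319, 2705, 694 and 3202 probes for castration in C57BL/6J, castration in C57.YA, strain among sham and strain among CX hearts, and 426 for the interaction). Arrays of 1 number were taken to share no more than the number, as 8 of 24 such pairs correlate by over 0.1 after their group means are removed. Since 7 of 16 arrays correlate best with an array of their own number, where chance gives about 4, and the highest signal of an array was lowest in replicate 4 of every group (55630 to 60159), handling shared by number stays open. Under the block, the p of leukocyte transendothelial migration was 0.0537, and the calls of Cdkn1a among CX hearts (0.44), Cxcl1 among sham hearts (0.48) and for the interaction (-0.72), S100a9 for castration in C57BL/6J (-0.71) and Sesn1 for the interaction (-0.43) ended. A block for BeadChips was not run. In all, signal over background and 4 mice per group limit what can be called: in simulated data for castration in C57.YA, 88.1% of changes of log2 0.5 and all of log2 1 were recovered, and for the interaction 61.2% and 98.5%. The simulated probes were independent and had the same spread in all groups. On the real arrays the sham C57.YA hearts spread more on the axis above, so these shares need not hold for them.

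With neqc, 54.9% of interaction genes passed 1.5-fold, against 38.8% reported, and without a detection filter 46.2%. With median scaling, 563 probes changed by castration in C57BL/6J (1124 reported), 365 differed by strain among sham hearts (548) and 152 had an interaction (368), of which 75.8% passed 1.5-fold; the post-hoc contrasts gave 47 genes for castration in C57BL/6J (156), 115 in C57.YA (281), 93 for strain among sham (195) and 104 among CX hearts (242), 2 circadian genes changed in C57BL/6J (1), and the unadjusted p of the Eif2s3y interaction was 0.0427. At adjusted p under 0.05, fewer probes pass by construction: 675 for castration in C57BL/6J, 305 for strain among sham hearts and 184 for the interaction, with 67, 137, 107 and 108 genes in the post-hoc contrasts in the order above and 56.7% over 1.5-fold. The ordinary F test gave 33.2% over 1.5-fold and 3 pathways (5 reported). Array weights gave 579 probes with an interaction, 436 genes for castration in C57.YA and 395 for strain among CX hearts in the post-hoc contrasts, 32.2% over 1.5-fold and 3 pathways. With only the 8 arrays of the 2 groups, 321 probes differed by strain among sham hearts. At unadjusted p under 0.01, the excess of probes changed in C57.YA was 827 (1386) and that of probes differing among CX hearts 1324 (2444). With the 6 pathways alone as background, 1 pathway passed. The post-hoc contrasts adjusted over all detected probes gave 100 genes for castration in C57BL/6J and 122 for strain among sham hearts, or 74 and 99 over the genes of Additional file 1. Of the gene lists, camera with an estimated correlation called 4 for castration in C57BL/6J (10 with the preset correlation), 1 in C57.YA (7), 1 for strain among sham (10), 0 among CX hearts (2 with the preset), 0 for castration and 0 for strain averaged over the other factor (10 and 7) and 2 for the interaction (10). The fry test called 14 lists in C57.YA, 5 among sham hearts, 1 among CX hearts, and 16 and 11 for the averages of castration and strain.

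With the mean signal of 4 atrial genes as a covariate, which is high in CX C57BL/6J hearts alone and so takes up much of their difference by construction, 80 probes changed by castration in C57BL/6J, and by limma none (0) differed by strain among CX hearts, where 1397 had an unadjusted p under 0.05. The counts were 691 for castration and 70 for strain averaged over the other factor (2960 and 3239 reported) and 53 for the interaction, of which 97.9% passed 1.5-fold. The excess of probes changed in C57.YA was 2702, that of probes differing among CX hearts turned to -659, the post-hoc contrasts gave 39, 36, 38 and 42 genes, and 1 pathway passed. Of the circadian genes, 0 changed in C57BL/6J (1 reported by limma), 0 differed among CX hearts (3) and 4 had an interaction (9), and the p of the Eif2s3y interaction was 0.428. Single genes had the opposite sign under this covariate, which for Myl4, Myl7, Sln and Mybphl says nothing about them, since the covariate is their mean and their effects average 0 by construction. For castration in C57BL/6J these were Sln (-0.034), Mybphl (-0.24), Hamp (-0.59), Ccnd1 (0.25), Cxcl1 (0.065), Nppa (0.15) and F13a1 (0.31). For strain among CX hearts they were Sln (-0.055), Mybphl (-0.31), Hamp (-0.50), Rora (0.064), Ciart (-0.45), Myh11 (0.071), Lyz2 (0.054) and F13a1 (0.27), and for the interaction Sln (-0.18), Mybphl (-0.39), Hamp (-0.56) and F13a1 (0.24). For castration averaged over strains they were Myl7 (-0.063), Mybphl (-0.047), Hamp (-0.31), F13a1 (0.19) and Chac1 (-0.051), and for strain averaged over surgery Myl7 (-0.055), Mybphl (-0.12), Hamp (-0.22), Ccnd1 (0.072), Lyz2 (0.0044) and F13a1 (0.15).

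Without C57.YA sham replicates 1 and 2, 1510 probes changed by castration in C57.YA (2510), 2042 differed by strain among sham hearts (548) and 140 had an interaction (368), and the excesses were 109 for C57.YA and 1258 for CX hearts. Without C57.YA sham replicates 3 and 4, 179 differed by strain among sham hearts, 1467 by strain averaged over surgery and 1703 had an interaction. The number of probes that differ by strain among sham hearts and of those with an interaction thus depends on which of these arrays are in the fit. Leaving out each array in turn gave 694 to 1243 probes for castration in C57BL/6J, 1834 to 2671 in C57.YA, 275 to 880 for strain among sham, 2163 to 3121 among CX hearts and 200 to 654 for the interaction. The excesses were 652 to 1838 for C57.YA and 1537 to 2816 for CX hearts. Castration in C57BL/6J moved most without C57BL/6J sham replicate 3 (720) or 4 (694). Strain among sham hearts moved by over 1.5 times without C57BL/6J sham replicate 1 (346), 2 (275) or 3 (340) or C57.YA sham replicate 1 (880), 3 (276) or 4 (305). The interaction did so without C57BL/6J sham replicate 2 (236) or 3 (220), C57.YA sham replicate 2 (200), 3 (565) or 4 (654) or C57.YA CX replicate 1 (238) or 2 (223). The excess for C57.YA did so without C57.YA sham replicate 1 (875) or 2 (652) or C57.YA CX replicate 1 (891) or 2 (863), and that for CX hearts without C57BL/6J CX replicate 2 (1537). The post-hoc contrasts gave 89 to 258 genes for castration in C57BL/6J, 150 to 502 in C57.YA, 128 to 241 for strain among sham and 118 to 470 among CX hearts. Between 34.2% and 52.0% of interaction genes passed 1.5-fold and 3 to 6 pathways passed, the 3 without C57BL/6J sham replicate 4, and the p of the Eif2s3y interaction was 3.72e-04 to 0.0136. Of the called values of genes named in the text, 39 for castration in C57BL/6J, 57 in C57.YA, 40 for strain among sham hearts, 37 among CX hearts and 52 for the interaction, the call ended without at least 1 array for 8, 4, 7, 10 and 12.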

Differences from the paper's values

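Of 83 values stated by the paper, 6 differ from those found here, where a count or a p differs if it is more than 1.5 times the other, a fold change of Table 3 if the log2 values differ by more than the SD between replicates, and another value of a gene if both hold. The post-hoc counts for strain among CX hearts (242, against 177 in the paper) and castration in C57.YA (281, against 204 in the paper) lie within 1.5 times and are not among the 6. The number of interaction genes that passed the post-hoc contrast of strain among sham hearts was 195, against 99 in the paper. Among the 29 alternatives set before the data were examined, 9 come within 1.5 times the number of the paper: median scaling (93), the ordinary F test (147), adjusted p under 0.05 (107), and leaving out C57BL/6J sham replicate 2 (134) or 3 (134), C57BL/6J CX replicate 3 (142), C57.YA sham replicate 2 (128) or C57.YA CX replicate 1 (145) or 2 (139). The difference stays under the other 20. The number for castration in C57BL/6J was 156, against 77 in the paper, within 1.5 times of it under 12 of 29 alternatives set before the data were examined: the ordinary F test (113), adjusted p under 0.05 (67), the genes of Additional file 1 (105), and leaving out C57BL/6J sham replicate 2 (99) or 3 (89), C57BL/6J CX replicate 2 (96) or 3 (115), C57.YA sham replicate 1 (105) or 2 (90) or C57.YA CX replicate 1 (96), 2 (95) or 3 (115). It stays under the other 17. With an adjustment over all detected probes, an alternative chosen after seeing the values, the numbers were 122 among sham hearts and 100 in C57BL/6J, and over the genes of Additional file 1 they were 99 and 74. How many of the genes counted by the paper this drops was not counted, as Additional file 1 does not say which genes passed each contrast.

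The enrichment p of the circadian rhythm pathway was 1.34e-05, against 1.8e-07 in the paper, within 1.5 times of it under 3 of 30 alternatives: median scaling (1.63e-07), no detection filter (1.38e-07) and the James-Stein F test (2.35e-07). That of the p53 signaling pathway was 7.55e-04, against 0.0028 in the paper, within 1.5 times of it under 8 of 30: the stricter detection filter (0.00334), the James-Stein F test (0.00322), adjusted p under 0.05 (0.00207), and leaving out C57BL/6J sham replicate 1 (0.00188) or 3 (0.00412), C57.YA sham replicate 2 (0.00294) or 4 (0.00268) or C57.YA CX replicate 4 (0.00226). That of the tight junction pathway was 0.106, against 0.0299 in the paper, which calls it, within 1.5 times of it under 2 of 30: the James-Stein F test (0.0262) and leaving out C57.YA CX replicate 3 (0.0437). Its p was also under 0.05, and lower than that of the paper, with no detection filter (0.0172), with the interaction genes of Additional file 1 (0.0128) and without C57.YA sham replicate 3 (0.0125). The change of Csnk1d by castration in C57BL/6J was 1.16-fold, against 1.04-fold in the paper, within the SD between replicates under 2 of 28: the mean signal of 4 atrial genes as a covariate (1.041) and leaving out C57BL/6J CX replicate 4 (1.124). On another of its 5 probes, looked at after seeing the values, Csnk1d changed 1.036-fold in C57BL/6J and 1.228-fold in C57.YA. Both round to the folds of Table 3, so this difference appears to lie in the choice of probe. For these 4 values the difference stays under the other alternatives.

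The paper counts 14 circadian genes as changed by castration in C57.YA, although its Table 3 gives 1 of them, Bhlhb2 (now Bhlhe40), an adjusted p over the threshold, and 12 passed here at the same threshold, or 14 when adjusted over the list alone. Bhlhe40 passed without C57.YA CX replicate 3 (adjusted p = 0.0534). Csnk1d, which the paper calls in C57.YA, had an adjusted p of 0.163 here, and passed with median scaling (0.0586), without C57.YA sham replicate 2 (0.0617), and, both chosen after seeing the values, without C57.YA sham replicates 1 and 2 (0.0927) and on the other probe above (0.0608). The interaction of Per1, which Table 3 calls, had an adjusted p of 0.127 here, and passed with the James-Stein F test (0.0809), array weights (0.0791), without C57BL/6J CX replicate 1 (0.0935) or C57.YA sham replicate 3 (0.0866) or 4 (0.0318), and without C57.YA sham replicates 3 and 4 (0.00194), chosen after seeing the data.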

Other observations

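In C57BL/6J hearts, castration lowered Hsd11b1, which encodes the enzyme that regenerates active glucocorticoids, 2.35-fold (log2 -1.24, standard error 0.09, adjusted p = 1.54e-07 from limma). Fah, an enzyme gene of tyrosine breakdown, fell 2.26-fold (adjusted p = 4.22e-07), Klk1b26, a kallikrein gene, fell at least 1.49-fold (adjusted p = 1.45e-08) and Mmp3, a matrix metalloproteinase gene, fell 2.49-fold (adjusted p = 3.11e-04). Ptn, which encodes the growth factor pleiotrophin, rose 2.28-fold (detected on 1 of 4 sham arrays, log2 1.19, standard error 0.11, adjusted p = 1.57e-06) and the cytokinesis gene Prc1 rose by 0.97 (adjusted p = 0.00149). The groups did not overlap for any of these 6 genes. In C57.YA the mean signals of all 6 moved in the same direction, and Mmp3 fell 3.19-fold there (adjusted p = 1.19e-05 from limma). Of 8 neutrophil genes 3 were measured, without Ngp, Camp, Retnlg, Mmp8 and Elane, which were not detected, and all 3 fell in C57BL/6J, with a median log2 change of -0.99, and this camera call held with an estimated correlation (adjusted p = 0.0364). They were Lcn2 and the calprotectin genes S100a8 (-0.99, adjusted p = 0.0520) and S100a9 (-0.71, adjusted p = 0.0932), whose groups overlapped, and the call of S100a8 was lost without C57BL/6J sham replicate 2 or 4 or CX replicate 1 or 3 (-0.96 to -0.76) and that of S100a9 without any one of 9 arrays (-0.76 to -0.52): C57BL/6J sham replicate 1, 2 or 4, C57BL/6J CX replicate 1, 2, 3 or 4, C57.YA sham replicate 1 and C57.YA CX replicate 2. Of 3 measured adipocyte genes out of 11, without Adipoq, Plin1 and Fabp4, which were not detected, 2 fell in C57BL/6J and none rose, with a median of -0.23 (adjusted p = 0.0874 with an estimated correlation), among them the desaturase gene Scd1 (-0.42, adjusted p = 0.00177). Scd1 also fell in C57.YA (-0.27, adjusted p = 0.0175). Of 10 macrophage genes, 2 fell in C57BL/6J (6 when adjusted over the list alone) and none rose (camera adjusted p = 5.84e-04, adjusted p = 0.393 with an estimated correlation). Of 14 interferon-stimulated genes, 5 rose in C57BL/6J (11 when adjusted over the list alone) and none fell (camera adjusted p = 8.37e-05, adjusted p = 0.302 with an estimated correlation), among them Bst2 (0.49, adjusted p = 0.0265). Of 54 ribosomal protein genes, 5 rose in C57BL/6J and none fell, with a median of 0.09 (camera adjusted p = 4.02e-04, adjusted p = 0.393 with an estimated correlation), and among sham hearts none differed by strain, with a median of -0.08 (camera adjusted p = 0.00746, adjusted p = 0.496 with an estimated correlation).

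Genes known to respond to androgens in other organs did not pass as a list in camera (lowest adjusted p = 0.223). Of 7 measured ones, 1 rose and 1 fell after castration in C57BL/6J (1 and 3 when adjusted over the list alone) and 1 fell in C57.YA (2 when adjusted over the list alone). Of this list, Fkbp5 fell 2.52-fold in C57.YA (log2 -1.33, standard error 0.17, adjusted p = 2.27e-05) and by 0.60 on the log2 scale in C57BL/6J (adjusted p = 0.0397), and the latter call was lost without C57BL/6J sham replicate 4 (-0.54). Of 4 detected genes of sex steroid signaling and metabolism, none changed by castration in either strain, and Ncoa1, a coactivator of nuclear receptors, was lower in C57BL/6J among CX hearts (-0.52, adjusted p = 0.00170). Markers of ventricular muscle, fibroblasts, endothelium, lymphocytes, erythroid cells, skeletal muscle and nerve did not pass as lists in camera in any of the 5 comparisons, the lowest adjusted p being 0.127 for endothelial genes among CX hearts. For strain averaged over surgery, endothelial genes passed with the preset correlation, 4 of 10 being lower in C57BL/6J and none higher (median -0.10, camera adjusted p = 0.0639, adjusted p = 0.742 with an estimated correlation). Of the lymphocyte genes 2 of 15 and of the erythroid genes 4 of 9 were measured.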
